# The Transcriptional Profile of *Trichophyton rubrum* Co-Cultured with Human Keratinocytes Shows New Insights about Gene Modulation by Terbinafine

**DOI:** 10.3390/pathogens8040274

**Published:** 2019-11-29

**Authors:** Monise Fazolin Petrucelli, Josie Budag Matsuda, Kamila Peroni, Pablo Rodrigo Sanches, Wilson Araújo Silva, Rene Oliveira Beleboni, Nilce Maria Martinez-Rossi, Mozart Marins, Ana Lúcia Fachin

**Keywords:** antifungal, allylamine, dermatophyte, ergosterol, ERG1, NGS, resistance

## Abstract

The dermatophyte *Trichophyton rubrum* is the main causative agent of dermatophytoses worldwide. Although a superficial mycosis, its incidence has been increasing especially among diabetic and immunocompromised patients. Terbinafine is commonly used for the treatment of infections caused by dermatophytes. However, cases of resistance of *T*. *rubrum* to this allylamine were reported even with the efficacy of this drug. The present study is the first to evaluate the effect of terbinafine using a co-culture model of *T. rubrum* and human keratinocytes, mimicking a fungus-host interaction, in conjunction with RNA-seq technique. Our data showed the repression of several genes involved in the ergosterol biosynthesis cascade and the induction of genes encoding major facilitator superfamily (MFS)- and ATP-binding cassette superfamily (ABC)-type membrane transporter which may be involved in *T. rubrum* mechanisms of resistance to this drug. We observed that some genes reported in the scientific literature as candidates of new antifungal targets were also modulated. In addition, we found the modulation of several genes that are hypothetical in *T. rubrum* but that possess known orthologs in other dermatophytes. Taken together, the results indicate that terbinafine can act on various targets related to the physiology of *T. rubrum* other than its main target of ergosterol biosynthetic pathway.

## 1. Introduction

Dermatophytoses are superficial infections of keratinized tissues that are caused by a group of filamentous fungi, called dermatophytes [1]. Among these dermatophytes, *Trichophyton rubrum* is the main causative agent of dermatophytoses in the world [2,3]. Despite their restriction to the superficial layers of the epidermis, dermatophytoses have gained particular importance because of the increasing number of cases among diabetic patients [4] and patients using immunosuppressive drugs [5]. Furthermore, knowledge of the molecular mechanisms involved in the fungus-host interaction is still limited because of technical difficulties of the available models that mimic this interaction. However, new models such as co-culture of *T. rubrum* with keratinocyte cell lines and culture media containing keratin and elastin were introduced recently as strategies to evaluate compounds with antifungal activities [6,7,8].

Among commercial compounds, terbinafine, an antifungal agent of the allylamine class, is commonly used for the treatment of infections caused by dermatophytes, with the highest activity being observed against species of the genus *Trichophyton*, *Microsporum*, and *Epidermophyton* [9]. Its main target is the inhibition of the ergosterol biosynthetic pathway through a specific mechanism of action that consists of inhibiting the enzyme squalene epoxidase [10,11]. The inhibition of the early steps of this pathway triggers fungicidal activity against susceptible species, particularly filamentous fungi [11]. However, despite its efficacy, cases of resistance of *T. rubrum* to this allylamine have been frequently reported [12,13,14,15,16]. Studies suggest that the resistance mechanisms of species of the genus *Trichophyton* to terbinafine are associated with specific mutations in the squalene epoxidase gene [14,15] and with membrane transporters that mediate the efflux of the drug [17].

Previous studies showed the effect of terbinafine on the expression of *T. rubrum* genes using microarray [18] and subtractive suppressive cDNA library in culture medium [19]. However, DNA microarrays lack sensitivity for genes that are expressed at lower or very high levels and therefore have a smaller dynamic rang [20]. 

In order to present a more in-depth view of the effect of terbinafine on *T. rubrum* genes modulation, the present study is the first to evaluate the effect of this drug using large-scale analysis of the expression profile of *T. rubrum* co-cultured with human keratinocytes in an attempt to mimic fungus-host interactions. In addition to this model, we applied the dual RNA-seq technique that is widely used for the study of these interactions [21] in bacteria [22], viruses [23], and fungi [24,25,26], and enable the entire transcriptome to be surveyed in a high-throughput and quantitative manner [20]. 

Our data demonstrated the modulation of several *T. rubrum* genes involved in the biosynthesis of ergosterol in addition to the target gene of terbinafine that is already known, genes encoding major facilitator superfamily (MFS)- and ABC-type membrane transporters that are associated with the phenomenon of multidrug resistance, genes that have been discussed in the scientific literature as possible novel targets for antifungal compounds and genes which do not have a known function in *T. rubrum* yet, but have been modulated in response to the drug.

## 2. Results

### 2.1. Viability of HaCaT Keratinocytes after Co-Culture in the Presence of Terbinafine

The lactate dehydrogenase (LDH) assay was carried out to evaluate the viability of keratinocytes after 24 h of co-culture. The percentage of LDH release was 30% for co-culture treated or not with terbinafine, showing that terbinafine does not interfere in cell viability during co-cultivation. Triton X-100 (1%) was used as positive control and resulted in 100% of LDH release. 

### 2.2. RNA-seq Analysis of T. rubrum Genes in Response to Co-Culture in the Presence of Terbinafine

Sequencing generated an average of 34 and 39 million raw reads for the co-culture and co-culture with terbinafine libraries, respectively. 

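The co-culture experiment compared HaCaT cells, an immortal human keratinocyte line, grown for 24 h with T. rubrum conidia and the same co-culture with 0.0162 µM terbinafine, an allylamine antifungal. Each condition had 3 libraries, named here CO I to CO III without and COT I to COT III with terbinafine. The authors deposited the number of reads counted on each gene of both organisms, without normalization. The program that aligned the reads and the program that counted them are not given in the sources used here. The 8616 T. rubrum genes received 578131, 2059270 and 1114311 counts in CO I, CO II and CO III, and 372945, 2129434 and 1746670 counts in COT I, COT II and COT III. Human genes received 24062177, 6872795 and 6774707 counts in the untreated libraries and 32750042, 6397179 and 5991489 with terbinafine. Raw reads in Table S1 averaged 34637602 per library without and 39389626 with terbinafine. Table S1 lists CO I and COT I as paired-end and the other co-culture libraries as single-end. The paper states that paired-end and single-end libraries were sequenced on different instruments, so layout and instrument cannot be told apart here. CO I and COT I hold the fewest T. rubrum counts of their groups, so they give the least precise values for fungal genes. The untreated group mean of each gene in the authors' deposited table equals a weighted sum of its counts in CO II and CO III, with a weight of 0 for CO I. The paper's comparison therefore rests on 5 libraries, and the paper gives no reason for leaving CO I out. Values are given first over those 5 libraries and then over all 6, with CO I named. For each set of libraries, genes with low counts were removed with edgeR's filterByExpr, library sizes were normalized by TMM, and genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Genes were called differentially expressed at an adjusted p below 0.05 and a log2 fold change of at least 1.5 in either direction. Of the T. rubrum genes, 7769 were tested in the 5 libraries and 7448 in the 6. Levels are given as normalized CPM, the counts scaled to a common library size over all 6 libraries. The choices that could change the values are the libraries used, the filter, the normalization, the test and the read layout.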

Low-quality reads were removed and the remaining reads were aligned to the *T. rubrum* reference genome (CBS 118892) of the Broad Institute’s Dermatophyte Comparative Database and *Homo sapiens* HG19 genome (UCSC Genome Bioinformatics Site, Santa Cruz, CA, USA). 

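T. rubrum genes took 23.1% of all gene counts in CO II (Wilson 95% interval 23.0 to 23.1%), 14.1% in CO III (14.1 to 14.1%) and 2.35% in CO I (2.34 to 2.35%). With terbinafine the share was 25.0% in COT II (24.9 to 25.0%), 22.6% in COT III (22.5 to 22.6%) and 1.13% in COT I (1.12 to 1.13%). The intervals cover counting error only. Mapped reads were counted at unlike rates, in CO II at 0.801 counts per mapped T. rubrum read and 0.308 per mapped human read. Shares of counts therefore exceed shares of mapped reads and are not to be set against percentages of reads. Over the 5 libraries of the authors' comparison the share was 18.6% ± 6.31 (SD, n = 2) without and 16.2% ± 13.1 (SD, n = 3) with terbinafine, a difference of −2.37 percentage points (exact two-sided permutation test, p = 0.9). Over all 6 libraries the untreated share was 13.2% ± 10.4 (SD, n = 3) and the difference was 3.05 points (exact two-sided permutation test, p = 0.8, 0.1 being the smallest p that 3 libraries against 3 allow). The direction of the difference therefore changed with CO I. It also fell below 0 without COT II, at −1.33 points, and without COT III, at −0.125 points. It grew to 7.99 points without CO II and to 10.6 points without COT I. Of the high-quality reads in Table S1, those mapped to the T. rubrum genome made up 5.22% ± 4.35 (SD, n = 3) without and 6.71% ± 5.53 (SD, n = 3) with terbinafine, again over all 3 libraries of each condition (exact two-sided permutation test, p = 0.8). The spread between replicates followed the read layout. Between the single-end libraries alone the share was 18.6% against 23.8% ± 1.70 (SD, n = 2), a difference of 5.18 points (exact two-sided permutation test, p = 0.667). The paired-end layout has 1 library per condition.

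**Figure D1:**
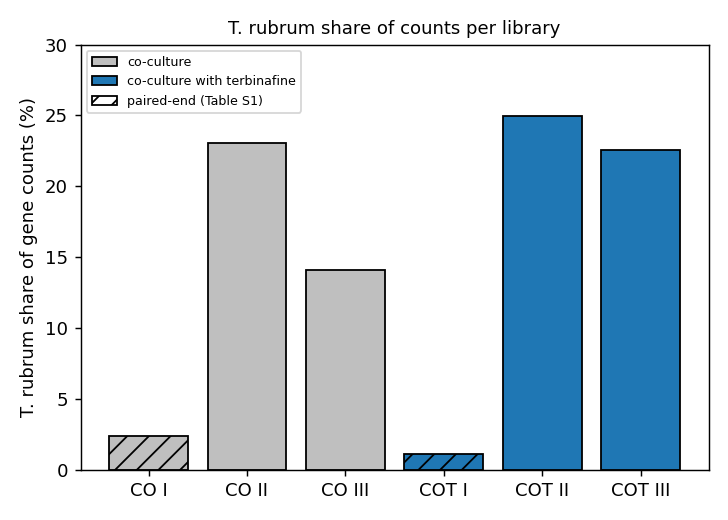
Share of gene counts on T. rubrum genes, in percent of T. rubrum plus human counts, in each co-culture library without and with terbinafine. Bars are libraries, and paired-end libraries are hatched. CO I and COT I lie at 2.35% and 1.13%, and the other libraries between 14.1% and 25.0%.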

An average of 5% and 6.7% quality reads were obtained for the co-culture and co-culture with terbinafine libraries, respectively, when the sequences were compared with the *T. rubrum* genome. The reads generated for all conditions tested, as well as the percentages of alignment of each library, are shown in Supplementary Table S1. 

### 2.3. Effect of Terbinafine on the Differential Expression of T. rubrum Genes Co-Cultured with Hacat Keratinocytes

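Among T. rubrum genes past both thresholds whose terbinafine libraries all lay above or all below the untreated ones, TERG_00523 had the largest increase. Its level was 476 ± 129 (SD, n = 3) normalized CPM with terbinafine, 10.3 ± 0.849 (SD, n = 2) in CO II and CO III and 16.5 in CO I. The log2 fold change was 5.51 (standard error 0.31, edgeR adjusted p = 3.28e-06) over the 5 libraries and 5.33 (standard error 0.35, edgeR adjusted p = 0.000341) over all 6. Other genes with a large increase were TERG_01636, at 4.98 and 4.93, TERG_08182 at 4.86 and 4.75, and TERG_00540 at 4.55 and 4.54. Their levels in CO I were 3.67, 3.67 and 11.0 normalized CPM. TERG_11771 was close to the detection limit without terbinafine, with 0, 2 and 0 counts in CO I, CO II and CO III against 6, 47 and 23 in COT I, COT II and COT III, and its call was lost without COT II (edgeR adjusted p = 0.0587). Among the genes past both thresholds whose groups did not overlap, the largest decrease over all 6 libraries was that of TERG_11886, at −4.28 (standard error 0.56, edgeR adjusted p = 0.00508). Over the 5 libraries it was −3.66 (standard error 0.28, edgeR adjusted p = 1.3e-05). TERG_02984 had −3.83 over the 5 libraries (standard error 0.52, edgeR adjusted p = 0.000333). It was near the detection limit with terbinafine, with 2, 3 and 2 counts in COT I, COT II and COT III, so it is not ranked against TERG_11886. TERG_11886 reached 190 ± 34.8 (SD, n = 2) normalized CPM in CO II and CO III, 539.7 in CO I and 17.2 ± 8.24 (SD, n = 3) with terbinafine. TERG_02984 had 22.0 normalized CPM in CO I and a log2 fold change of −3.73 (standard error 0.54, edgeR adjusted p = 0.00612) over all 6 libraries. TERG_01900 had log2 fold changes of −3.21 over the 5 libraries and −3.57 over the 6, with 619 normalized CPM in CO I. TERG_11887 changed by −3.47 and −4.14, with 228 normalized CPM in CO I. TERG_04308 had 0 counts in COT I, 15 in COT II and 20 in COT III, against 107, 107 and 72 in CO I to CO III. Without COT II the edgeR adjusted p rose to 0.0632 for TERG_02984, 0.0547 for TERG_11887 and 0.0656 for TERG_04308. Without COT III these edgeR adjusted p were 0.062, 0.0554 and 0.0532.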

Table 1; Table 2 show the 50 most induced and the 50 most repressed *T. rubrum* genes, respectively, after exposure to terbinafine for 24 h of co-culture. There were 277 *T. rubrum* genes that were differentially expressed after 24 h of co-culture in the presence of terbinafine. Of these genes, 163 were hypothetical or not annotated genes in *T. rubrum*, corresponding to approximately 59% of all modulated genes. 

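In the 5 libraries of the authors' comparison, edgeR called 280 T. rubrum genes higher and 199 lower with terbinafine. Of the 277 genes in Tables S2 and S3, 270 passed both thresholds and all 277 had the direction those tables give. With CO I included, 235 genes were called higher and 254 lower, 216 of the 277 genes passed both thresholds, and the 276 that could be tested all had the tables' direction. The 5-library and 6-library calls shared 333 genes. The median log2 fold change of the genes in Table S2 was 2.10 over 5 and 2.16 over 6 libraries, and that of Table S3 was −1.73 and −1.79. CO I stood apart from its replicates, with a Spearman correlation across genes of 0.889 with CO II and 0.895 with CO III, against 0.988 between CO II and CO III. COT I differed from COT II and COT III in the same manner, at 0.935 and 0.941, against 0.990 between COT II and COT III. Groups did not overlap in normalized CPM for 486 of the 489 genes called in 6 libraries and for 40.6% of all genes tested, where chance gives 10% for 3 libraries against 3. Leaving out COT III moved the number of calls most, to 79 higher and 25 lower, followed by COT II, with 83 and 30. Without CO III, 147 genes were called higher, and without COT I, 160 lower. Between the single-end libraries alone, edgeR called 309 genes higher and 218 lower, among them 249 of the 277. The paired-end layout has 1 library per condition and gives no test. In that pair, 183 of the 203 genes of Tables S2 and S3 with at least 10 counts in every library moved in the tables' direction, 82 of 82 in Table S2 and 101 of 121 (83.5%) in Table S3. COT I is itself one of the authors' 5 libraries, and in 50 simulations with no change these shares were up to 82.7% for genes higher and 89.9% for genes lower. The share for Table S3 lies within that range and does not tell a change from none. The simulations gave all libraries 1 common spread, although CO I stood apart from its replicates. They also chose genes by the size of the difference, not by a test, so they cannot decide on either share. The median log2 ratio of the pair was 1.75 for the genes of Table S2 and −1.66 for those of Table S3, which was not set against simulations.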

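Table S2 lists 92 genes named hypothetical or without a name and Table S3 lists 71, together 163 of the 277 genes, or 58.8%. Over the 5 libraries, 92 of those in Table S2 passed both thresholds, with a median log2 fold change of 2.21, as did 69 of those in Table S3, with a median of −1.76. Over all 6 libraries, 84 and 43 of them passed, with medians of 2.22 and −1.76. The genes in Table S2 ranged from 1.06 to 5.33 and those in Table S3 from −4.28 to −1.09. The number of repressed hypothetical genes called thus changed with CO I. Leaving out COT II reduced the calls to 47 and 18, and leaving out COT III to 44 and 14.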

Although considered hypothetical in *T. rubrum*, some orthologs were identified in other dermatophytes. It is important to note that some genes discussed in this paper are not listed in Table 1; Table 2 because the fold change values does not reach the 50 most induced or repressed genes. However, the complete list of all induced and repressed genes and their respective orthologs are shown in Supplementary Table S2; Table S3, respectively.

### 2.4. Functional Categorization of Differentially Expressed Genes 

In an attempt to determine which molecular mechanisms were involved during co-culture of *T. rubrum* with HaCaT keratinocytes treated with terbinafine, the differentially expressed genes were categorized according to their molecular functions. The most representative categories are those with *p* < 0.05 and are shown in Figure 1.

The majority of the repressed genes were grouped into functional classes related to ribosomal functions, translation and oxidation-reduction processes. In contrast, most of the induced genes were grouped into functional categories related to ATP-binding, integral to membrane, and transmembrane transport. 

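Table S3 names 23 genes as 40S or 60S ribosomal proteins, and Table S2 names 0. In the 5 libraries the median log2 fold change of these 23 genes was −1.68. In all 6 it was −2.12, with every gene between −2.59 and −1.80 and past both thresholds. The set was lower with terbinafine in limma's fry test (two-sided, adjusted p = 0.0126 over 6 sets tested) and in camera with a preset correlation of 0.01 (p = 1.22e-17), but not in camera with an estimated correlation (p = 0.111). Adjusted over the list alone, 23 genes had an edgeR adjusted p below 0.05, but the list was drawn from genes the study called on these samples, so this is not independent evidence. Leaving out COT II reduced the genes past both thresholds to 2, and leaving out COT III to 1. Among the other genes of Table S3, 16 have a name or an ortholog containing oxidoreductase, dehydrogenase, reductase, oxidase, monooxygenase or cytochrome P450. Of these, 13 passed over 5 libraries (median log2 fold change −1.69) and 9 over 6 (median −1.59). Without COT II or without COT III, 3 of the 16 passed, and without CO III, 6. Table S2 has 6 genes with such words, and 6 passed over both sets of libraries, with medians of 2.11 and 2.41 and 4 past both thresholds without COT I. The functional categories of Fig. 1 were not recomputed, since no assignment of genes to categories was used here.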

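Words for transport were counted in the names and orthologs of both tables. In Table S2, 10 genes have a name or ortholog with transporter, permease or symporter. All 10 passed both thresholds over the 5 libraries (median log2 fold change 1.94) and 9 over all 6, the exception being TERG_02822. In Table S3, 7 genes have such a word, of which 7 passed over 5 libraries (median −2.06) and 5 over 6 (median −2.18). Transport words thus occurred in both directions. Leaving out COT II reduced the genes past both thresholds to 3 of 10 and 3 of 7. Without COT III they were 2 of 10 and 4 of 7.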

### 2.5. Validation by qPCR 

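TERG_05698, TERG_08058 and the other T. rubrum genes measured by quantitative PCR in Fig. 2 were also examined in the counts. TERG_05698 had 52.9 ± 4.58 (SD, n = 3) normalized CPM with terbinafine, 262 ± 14.3 (SD, n = 2) in CO II and CO III and 40.4 in CO I. Its log2 fold change was −2.32 (standard error 0.16, edgeR adjusted p = 6.79e-06) over the 5 libraries and −1.86 (standard error 0.56, edgeR adjusted p = 0.0586) over all 6. With the DESeq2 Wald test on all 6 libraries the adjusted p was 0.012 and the log2 fold change −1.84, past both thresholds. Between the single-end libraries alone the log2 fold change was −2.31. TERG_08058 had 80.7 ± 20.5 (SD, n = 3) normalized CPM with terbinafine, 26.0 ± 10.5 (SD, n = 2) in CO II and CO III and 14.7 in CO I. Its log2 fold change was 1.59 (standard error 0.29, edgeR adjusted p = 0.00182) and 1.79 (standard error 0.35, edgeR adjusted p = 0.0143) over the 5 and the 6 libraries, and 1.63 between the single-end libraries. Its call was lost without COT II (edgeR adjusted p = 0.0938), COT III (0.0625) or CO III (0.0607). Table S4 also lists primers for TERG_03415, with a log2 fold change of 2.11 (standard error 0.23, edgeR adjusted p = 8.57e-05) over 5 and 2.37 (standard error 0.36, edgeR adjusted p = 0.00735) over 6 libraries and 45.9 normalized CPM in CO I, and for TERG_00348, with 1.92 (standard error 0.25, edgeR adjusted p = 0.000256) and 2.19 (standard error 0.38, edgeR adjusted p = 0.0101) and 44.1 in CO I. Without COT II or without COT III the edgeR adjusted p of TERG_00348 was 0.0607.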

Fifteen genes were selected for validation: genes involved in ergosterol biosynthesis (TERG_01703; TERG_05717), MFS and ABC transporters (TERG_02822; TERG_08613), genes involved in *T. rubrum* metabolism and nutrient transport (TERG_08278; TERG_02609; TERG_06106; TERG_02542), and some potential antifungal targets that were also modulated in the presence of the drug (TERG_03223; TERG_08480; TERG_03861; TERG_08058; TERG_05698; TERG_02694). 

The gene expression results obtained by RNA-seq showed a strong correlation (r = 0.93, *p* < 0.001) with the gene modulation values obtained by qPCR, demonstrating the reproducibility and accuracy of the sequencing. The comparison of the gene modulation values obtained by qPCR and RNA-seq is shown in Figure 2. 

## 3. Discussion 

Analysis of the transcriptional profile of *T. rubrum* co-cultured with HaCaT keratinocytes in the presence of terbinafine revealed a total of 277 *T. rubrum* genes that were differentially expressed after 24 h of culture. Within this set of genes, approximately 59% are hypothetical or not yet categorized in *T. rubrum.* However, approximately 48% of these hypothetical genes in *T. rubrum* possess orthologs with known functions in other dermatophytes. These findings contribute to further studies in order to identify the function of these hypothetical genes in the terbinafine response, thus enabling the discovery of targets which have not been described for this drug yet. Furthermore, the genomes of seven dermatophytes were sequenced and deposited, including *T. rubrum*, which will permit different types of analysis [27]. However, the assembly of the *T. rubrum* genome is not yet complete and may still be altered [28]. 

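Of the 163 hypothetical genes, Tables S2 and S3 give an ortholog with a named product for 79, or 48.5%. Of these, 49 are in Table S2 and 30 in Table S3. Past both thresholds were 49 and 29 of them over the 5 libraries, with median log2 fold changes of 2.07 and −1.77, and 44 and 19 over all 6, with medians of 2.05 and −1.78. Without COT II, 24 and 8 passed, and without COT III, 23 and 7.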

We therefore suggest that the expressive number of hypothetical genes that were found to be modulated in this study might be related to limitations in the annotation of the data currently available for the *T. rubrum* genome. As was observed in this work, a microarray analysis of gene expression in *T. rubrum* cultured in medium with keratin also demonstrated strong induction of genes encoding hypothetical proteins [29].

Based on the sequencing data generated, about 6.7% of the quality reads of the co-culture with terbinafine library could be aligned to the *T. rubrum* reference genome, indicating a predominance of human reads in this library. However, these reads reached coverage of 92.2% of the 8616 annotated *T. rubrum* genes, considering genes with at least one count read. It was expected that a restricted number of reads aligned with the *T. rubrum* genome in the co-culture library, since the difficulty in obtaining equivalent amounts of fungal and human RNA during sequencing of mixed transcriptomes has been discussed in the literature as one of the main challenges since the amount of RNA in the cell differs between the two cell types. 

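At least 1 count fell on 8584 of the 8616 T. rubrum genes in any of COT I to COT III, or 99.6%. In the single libraries it was 7969 genes (92.5%) in COT I, 8548 (99.2%) in COT II and 8533 (99.0%) in COT III. A count in every one of these libraries was seen for 7948 genes, or 92.2%, and at least 10 counts over the 3 libraries for 8228 genes, or 95.5%, the condition that moved the number most apart from the former. Leaving out COT I, COT II or COT III gave 8584, 8545 and 8557 genes. In CO I to CO III, at least 1 count fell on 8554 genes in any library, and 21 genes had 0 counts in all 6 co-culture libraries. Absence of counts at these depths does not show absence of expression.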

Whereas a human cell contains about 20–25 pg RNA, a fungal cell contains only about 0.5–1 pg [21,30].

Regarding the molecular mechanisms involved in the co-culture of *T. rubrum* with keratinocytes in the presence of terbinafine, we observed that the functional categories that grouped the most of the modulated genes were those related to ribosomal functions, translation, oxidation-reduction process, integral component of membrane, membrane transport and ATP-binding. Within the set of genes which were grouped into these functional categories, we chose some of them for validation: serine/threonine (TERG_08278), sucrase ferredoxin (TERG_02609), sulfate permease 2 (TERG_06106), and an integral membrane protein (TERG_02542). In addition to these genes, we validated genes involved in the phenomenon of multidrug resistance, genes that participate in ergosterol biosynthesis, and genes suggested as target candidates for new antifungal drugs, which will be discussed in more detail below.

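TERG_08278 had 599 ± 63.7 (SD, n = 3) normalized CPM with terbinafine, 58.5 ± 20.6 (SD, n = 2) in CO II and CO III and 45.9 in CO I. The log2 fold change was 3.31 (standard error 0.22, edgeR adjusted p = 6.79e-06) over the 5 libraries and 3.44 (standard error 0.29, edgeR adjusted p = 0.000963) over the 6. TERG_02609 rose from 5.11 ± 3.10 (SD, n = 2) normalized CPM, and 7.34 in CO I, to 79.5 ± 38.4 (SD, n = 3), a change of 3.94 (standard error 0.46, edgeR adjusted p = 0.000142) and 3.80 (standard error 0.50, edgeR adjusted p = 0.00508). TERG_06106 rose from 11.0 ± 2.33 (SD, n = 2), and 14.7 in CO I, to 49.2 ± 20.5 (SD, n = 3) normalized CPM. This was a log2 fold change of 2.33 (standard error 0.36, edgeR adjusted p = 0.000719) over 5 and 2.13 (standard error 0.39, edgeR adjusted p = 0.0122) over 6 libraries, with an edgeR adjusted p of 0.0684 without COT II and 0.082 without COT III. TERG_02542 fell from 112 ± 9.63 (SD, n = 2) normalized CPM, and 233 in CO I, to 30.4 ± 6.78 (SD, n = 3), a log2 fold change of −1.82 (standard error 0.20, edgeR adjusted p = 9.51e-05) and −2.25 (standard error 0.35, edgeR adjusted p = 0.00796). Its call was lost without COT II (edgeR adjusted p = 0.0555). Between the single-end libraries alone the log2 fold changes of these genes were 3.36, 4.12, 2.47 and −1.78.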

### 3.1. Transmembrane Transporters and Antifungal Resistance

A major problem in the treatment of fungal infections is the phenomenon of multidrug resistance, which is characterized by the acquisition of chemical and structural resistance to different compounds. Several biochemical mechanisms are involved in the process of multidrug resistance in fungi. The most common mechanisms are reduced absorption of the drug, structural alterations at the target site, and increased drug efflux [31]. The last mechanism is mediated mainly by the action of transmembrane transporters that belong to two superfamilies: the ATP-binding cassette superfamily (ABC) and the major facilitator superfamily (MFS) [32].

In the present study, we observed the induction of seven genes that encode transmembrane transporters belonging to the ABC and MFS superfamily: TERG_00574 (Log_2_ Fold Change: 1.83), TERG_02822 (Log_2_ Fold Change: 1.54), TERG_02912 (Log_2_ Fold Change: 1.89), TERG_05575 (Log_2_ Fold Change: 1.54), TERG_06679 (Log_2_ Fold Change: 1.95), TERG_08613 (Log_2_ Fold Change: 1.63), and TERG_08751 (Log_2_ Fold Change: 2.07). 

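All 7 transporter genes were higher with terbinafine over both sets of libraries. TERG_08751 changed most over all 6, with 665 ± 49.0 (SD, n = 3) normalized CPM against 156 ± 26.3 (SD, n = 2) in CO II and CO III and 71.6 in CO I. Its log2 fold change was 2.06 (standard error 0.17, edgeR adjusted p = 1.82e-05) over 5 and 2.36 (standard error 0.33, edgeR adjusted p = 0.00589) over 6 libraries. Over the 5 libraries TERG_06679 changed most, at 2.10 (standard error 0.30, edgeR adjusted p = 0.000455), and by 1.94 (standard error 0.33, edgeR adjusted p = 0.00972) over the 6. The others were TERG_00574 (1.86 over 6 libraries, 1.97 over 5), TERG_02912 (1.96 and 1.80), TERG_05575 (1.83 and 1.56) and TERG_08613 (1.87 and 1.64). TERG_02822 changed by 1.63 (standard error 0.22, edgeR adjusted p = 0.000307) over 5 libraries and by 1.50 (standard error 0.25, edgeR adjusted p = 0.00872) over 6, where it lay just under the fold change threshold before rounding. CO I held 14.7 normalized CPM of TERG_00574, 16.5 of TERG_02912, 36.7 of TERG_05575, 437 of TERG_08613, 16.5 of TERG_06679 and 47.7 of TERG_02822. The median log2 fold change of the 7 genes was 1.80 over 5 libraries, with 7 past both thresholds, and 1.87 over 6, with 6 past them. The set was higher in limma's fry test (two-sided, adjusted p = 0.00081) and in camera with a preset (p = 4.38e-07) and an estimated correlation (p = 0.00728, and 0.00632 to 0.0814 over the alternatives run). Adjusted over the list alone, 7 genes had an edgeR adjusted p below 0.05, as over all genes tested, but the study chose the list on these samples, so this is not independent evidence. Without COT II, 2 of the 7 genes passed both thresholds, and without COT III, 1. Without CO III the edgeR adjusted p of TERG_00574 was 0.0532. Single-end libraries alone gave a median of 1.73.

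**Figure D2:**
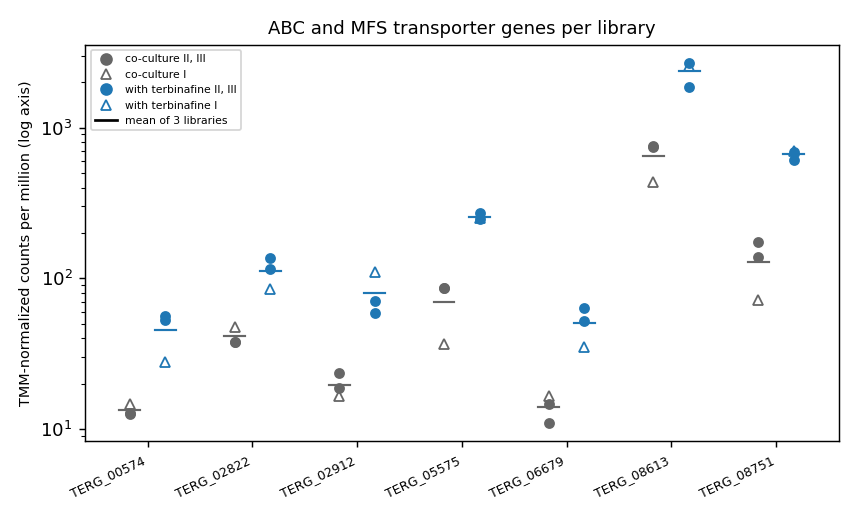
Normalized CPM (log scale) of the 7 transporter genes in each co-culture library without and with terbinafine. Points are libraries, marked by read layout, and the line in each group is the mean of 3 libraries. TERG_08751 lies at 71.6 in CO I, and the mean with terbinafine is 665.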

The modulation of these genes might be associated with the efflux of this allylamine and with resistance of *T. rubrum* to terbinafine. 

The efflux of drugs seems to be the main resistance mechanism in dermatophytes [33]. Indeed, Fachin et al. [34] observed an increase in the expression of the TruMDR2 ABC-transporter gene in *T. rubrum* in the presence of terbinafine. Furthermore, Maranhão et al. [35] found that deletion of the TrMDR2 gene in the mutant strain ∆TruMDR2 reduced the infective capacity of *T. rubrum*, characterized by low growth of the fungus on human nails when compared to the growth of the wild-type strain. Taking together to our results, these datas suggests that transmembrane transporters play an important role in the pathogenicity of *T. rubrum*.

### 3.2. The Role of Terbinafine in Inhibition of Ergosterol Biosynthesis

The main target of terbinafine is the enzyme squalene epoxidase, which is encoded by the ERG1 gene, an early step in the late pathway of ergosterol biosynthesis. Thus, antifungal agents of the allylamine class target the ERG1 gene and inhibit the ergosterol biosynthesis, resulting in the accumulation of squalene, which is toxic, and consequently causing the death of the fungal cell [10,33,36].

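TERG_05717, the T. rubrum gene for squalene epoxidase, had 51.6 ± 24.2 (SD, n = 3) normalized CPM with terbinafine. It had 159 ± 7.74 (SD, n = 2) in CO II and CO III and 169 in CO I. The log2 fold change was −1.47 (standard error 0.24, edgeR adjusted p = 0.00115) over the 5 libraries, just short of the fold change threshold, and −1.56 (standard error 0.31, edgeR adjusted p = 0.0147) over all 6, past both thresholds. Between the single-end libraries alone it was −1.31. Every terbinafine library lay below every untreated one. The direction held with each library left out, but the gene no longer passed both thresholds when any library other than CO II was left out. The edgeR adjusted p was 0.0902 without COT II, 0.0574 without COT III and 0.051 without CO III, and without COT I the log2 fold change was −1.32. Upper-quartile normalization (−1.47) and limma's voom with sample weights (−1.33) also left it short of the threshold. DESeq2 on the 5 libraries, chosen after seeing the data, gave −1.54, past both thresholds.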

As expected, we observed in the present study the repression of the ERG1 gene (TERG_05717/ Log_2_ Fold Change: −1.65) (Figure 2). However, our data suggest an important role of terbinafine in the repression of various other genes involved in the ergosterol biosynthesis cascade. In addition to the main target of terbinafine, other genes involved in the biosynthesis of ergosterol were also repressed: C-8 sterol isomerase (ERG2 gene) (TERG_06755/ Log_2_ Fold Change: −1.91), sterol C-24 reductase (ERG4 gene) (TERG_02979/ Log_2_ Fold Change: −2.22), and C-4 sterol methyl oxidase (ERG 25 gene) (TERG_08545/Log_2_ Fold Change: −2.13). 

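TERG_06755 fell from 119 ± 24.6 (SD, n = 2) normalized CPM in CO II and CO III, and 106 in CO I, to 32.3 ± 22.2 (SD, n = 3) with terbinafine. The log2 fold change was −2.28 (standard error 0.33, edgeR adjusted p = 0.000457) over 5 and −2.07 (standard error 0.41, edgeR adjusted p = 0.0144) over 6 libraries. TERG_02979 fell from 194 ± 3.94 (SD, n = 2), and 116 in CO I, to 42.5 ± 10.3 (SD, n = 3) normalized CPM, a change of −2.15 (standard error 0.19, edgeR adjusted p = 2.94e-05) and −1.96 (standard error 0.28, edgeR adjusted p = 0.00624). TERG_08545 fell from 1286 ± 80.1 (SD, n = 2), and 477 in CO I, to 299 ± 6.83 (SD, n = 3) normalized CPM, a change of −2.12 (standard error 0.14, edgeR adjusted p = 5.85e-06) and −1.77 (standard error 0.39, edgeR adjusted p = 0.0203). Its level in CO I was under that of CO II and CO III but above every terbinafine library. Single-end libraries alone gave −2.57, −2.10 and −2.12. Without COT II the edgeR adjusted p was 0.102 for TERG_06755, 0.0541 for TERG_02979 and 0.109 for TERG_08545. Without COT III it was 0.1 for TERG_06755 and 0.114 for TERG_08545. Leaving out CO III gave edgeR adjusted p of 0.0588 and 0.0698 for these genes, and TERG_08545 also lost its call without COT I (edgeR adjusted p = 0.075) or CO II (0.0517). From the lower expression of these genes beside that of ERG1, the paper proposes that terbinafine represses further steps of ergosterol biosynthesis besides its known target.

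**Figure D3:**
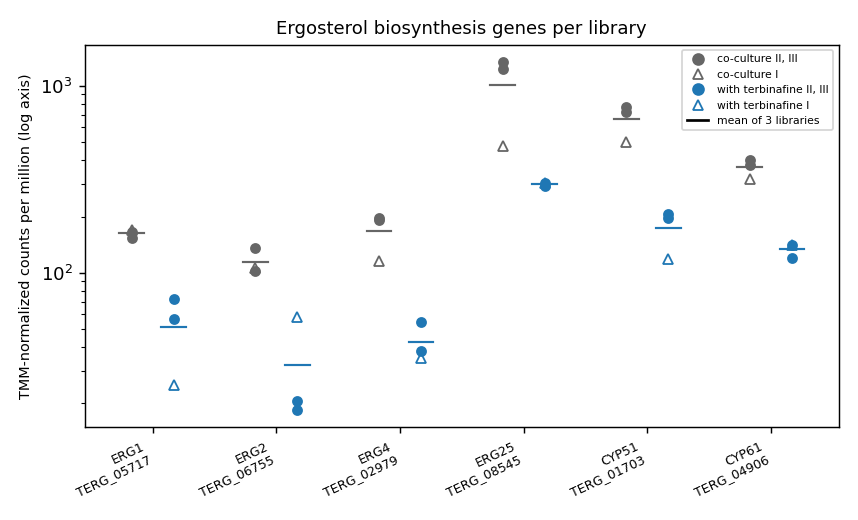
Normalized CPM (log scale) of the ergosterol genes in each co-culture library without and with terbinafine. Points are libraries, marked by read layout, and the line in each group is the mean of 3 libraries. In each gene the terbinafine libraries lie below the untreated ones.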

Similar results werereported by [18] who evaluated the transcriptional profile of response to terbinafine in *T. rubrum* using a cDNA microarray technique. However, in that case the authors not observed modulation of the ERG1 gene.

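TERG_01703, the gene for lanosterol 14α-demethylase, had 173 ± 47.9 (SD, n = 3) normalized CPM with terbinafine, 747 ± 37.4 (SD, n = 2) in CO II and CO III and 499 in CO I. Its log2 fold change was −2.06 (standard error 0.20, edgeR adjusted p = 4.16e-05) over the 5 libraries and −1.92 (standard error 0.30, edgeR adjusted p = 0.00796) over all 6. The edgeR adjusted p rose to 0.0545 without COT II and 0.0564 without COT III. TERG_04906, the gene for C-22 sterol desaturase, had 134 ± 11.8 (SD, n = 3) normalized CPM with terbinafine, 391 ± 16.9 (SD, n = 2) in CO II and CO III and 316 in CO I. It changed by −1.57 (standard error 0.14, edgeR adjusted p = 3.7e-05) over 5 libraries, past both thresholds, and by −1.46 (standard error 0.22, edgeR adjusted p = 0.00688) over 6, short of the fold change threshold. With voom (−1.54) and after thinning (−1.52) it passed both thresholds over all 6. Between the single-end libraries the log2 fold changes were −1.91 for TERG_01703 and −1.60 for TERG_04906.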

We also highlight the repression of TERG_01703 (CYP51) (Log_2_ Fold Change: −2.13) and TERG_04906 (CYP61) (Log_2_ Fold Change: −1.57), which encode lanosterol 14α-demethylase (ERG11) and C-22 sterol desaturase (ERG5), respectively, considered as targets for azolic antifungal agents. The enzyme lanosterol 14α-demethylase is mainly studied in fungi because of its fundamental importance for membrane permeability [37]. In fungi, CYP51 catalyzes the removal of the C-14α-methyl group from lanosterol. This demethylation is considered a checkpoint in the transformation of lanosterol to other sterols, including ergosterol [38]. Since ergosterol is a fundamental component of fungal membranes, many drugs were designed to inhibit the enzyme 14α-demethylase and to prevent the enzyme from functioning [39], such as azole antifungal agents. Significant increases in the transcription of the ERG2, ERG3, ERG5, ERG6, ERG25 and ERG11 genes were described in many fungal species in response to treatment with azolic antifungal agents, including *T. rubrum* [40,41]. 

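The 6 ergosterol genes named in the text (TERG_05717, TERG_06755, TERG_02979, TERG_08545, TERG_01703 and TERG_04906) were also tested as a set. All 6 were lower with terbinafine. Their median log2 fold change was −2.09 over the 5 libraries (limma's fry test, two-sided, adjusted p = 0.00057), with 5 past both thresholds, and −1.85 over all 6 (limma's fry test, adjusted p = 0.00212), again with 5 past them, though not the same genes. The p from camera was 5.35e-06 with a preset and 0.0324 with an estimated correlation, and the latter lay between 0.00968 and 0.0973 over the alternatives run. Adjusted over the list alone, 6 genes had an edgeR adjusted p below 0.05, as over all genes tested, but the study chose the list on these samples, so this is not independent evidence. Without COT II, 0 of the 6 genes passed both edgeR thresholds, although all stayed lower, and without COT III, 1. TERG_04382, which Table 2 lists as a C-14 sterol reductase, fell from 255 ± 31.4 (SD, n = 2) normalized CPM in CO II and CO III, and 239 in CO I, to 58.5 ± 19.1 (SD, n = 3). Its log2 fold change was −2.27 (standard error 0.20, edgeR adjusted p = 2.94e-05) over 5 and −2.16 (standard error 0.26, edgeR adjusted p = 0.00341) over 6 libraries, and it kept both thresholds with each library left out.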

Considering these results, our data suggest an important role of terbinafine in the repression of various other genes involved in the ergosterol biosynthesis cascade (ERG2, ERG4, ERG5, ERG25, ERG11) besides its main target that is already known.

### 3.3. Genes Identified after Co-Culture of T. rubrum in the Presence of Terbinafine

In addition to the inhibition of genes involved in ergosterol biosynthesis and the induction of transmembrane transporter genes, we found other genes that were modulated during co-culture of *T. rubrum* in the presence of terbinafine that are important for the pathogenicity of this dermatophyte. Some of these genes were identified as possible targets to be explored by new antifungal drugs and will be discussed in more detail below.

#### 3.3.1. Sulfite Efflux Pump SSU1 (TERG_02694)

In dermatophytes, keratinolytic proteases are activated by the cleavage of disulfide bridges through sulfite secretion (sulfitolysis), which is mediated by a sulfite efflux pump. It is important to facilitate the degradation of keratin into oligopeptides and amino acids that will be assimilated by the fungus. In addition, the sulfite efflux pump may also play a role in sulfite detoxification in this dermatophyte [17,42]. Considering its importance during the infection process, we highlight the repression of TERG_02694 (Log_2_ Fold Change: −1.74), which encodes the sulfite efflux pump SSU1 (Figure 2).

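TERG_02694 was among the most abundant of the named genes, at 2834 ± 52.9 (SD, n = 2) normalized CPM in CO II and CO III, 2337 in CO I and 864 ± 53.2 (SD, n = 3) with terbinafine. The log2 fold change was −1.73 (standard error 0.13, edgeR adjusted p = 1.41e-05) over 5 and −1.63 (standard error 0.27, edgeR adjusted p = 0.00872) over 6 libraries, and −1.76 between the single-end libraries. Without COT II the edgeR adjusted p was 0.0855 and without COT III 0.0788.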

The sulfite efflux pump SSU1 is encoded by the *TruSsu1 gene* and was shown by Lechenne et al. [43] that the reduction of disulfide bridges in *T. rubrum* depends on the activity of a sulfite efflux pump encoded by the *TruSsu1* gene, which belongs to the tellurite-resistance/dicarboxylate transporter (TDT) family. Thus, sulfite efflux pumps in keratinolytic fungi may represent new drug targets in dermatology, since they are involved in the activation of keratinolytic proteases that are important for fungus nutrition during infection.

#### 3.3.2. Thioredoxin (TERG_08480)

In addition to the genes encoding sulfite efflux pumps, the thioredoxin gene (TERG_08480; Log_2_ Fold Change: 1.82) has also been proposed as a possible antifungal target [44] and was up-regulated by terbinafine in this work (Figure 2).

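TERG_08480 rose from 11.6 ± 1.27 (SD, n = 2) normalized CPM in CO II and CO III to 41.7 ± 21.0 (SD, n = 3) with terbinafine, a log2 fold change of 2.00 (standard error 0.38, edgeR adjusted p = 0.00244) over the 5 libraries. CO I had 40.4 normalized CPM, about the level of the terbinafine libraries, which were 17.6 in COT I, 55.9 in COT II and 51.6 in COT III. With CO I included the untreated level was 21.2 ± 16.6 (SD, n = 3) and the log2 fold change 1.24 (standard error 0.56, edgeR adjusted p = 0.169), short of both thresholds. In the paired-end pair, COT I was below CO I, while the single-end libraries alone gave 2.17. Over all 6 libraries voom, which gives each library a weight, gave 2.07, past both thresholds.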

In response to fungal attacks, the host initiates a front line defense system, that it includes the production of reactive oxygen species (ROS). It has been observed that some pathogens neutralize the effects of oxidative stress through the synthesis of enzymes and antioxidant molecules such as superoxide dismutases, catalases, peroxidades, thioredoxin, among others [45]. 

Kaufman et al. [46] identified a fungal thioredoxin in *Trichophyton mentagrophytes* using differential cDNA screening technique to identify genes encoding putative virulence factors. The fungal thioredoxin was induced by superficial (keratin) and deep (elastin) skin elements suggesting that the product of this gene could be important in superficial and deep dermatophytosis. In *Cryptococcus neoformans*, the thioredoxin gene is believed to be involved in the mechanism of protection against oxidative stress produced by the host and is considered a virulence factor [44].

There is no evidence yet showing some relation between the thioredoxin gene and terbinafine or allylamine class antifungals. However, we highlight in this paper that thioredoxin gene was up-regulated in the presence of terbinafine when compared to co-culture in the absence of the drug, suggesting that *T. rubrum* probably induces this virulence factor necessary for growth in the host in response to the stress generated by the drug action.

#### 3.3.3. Glycosyl Hydrolase (TERG_02742)

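TERG_02742 had 165 ± 21.3 (SD, n = 3) normalized CPM with terbinafine, 49.2 ± 0.558 (SD, n = 2) in CO II and CO III and 67.9 in CO I. Its log2 fold change was 1.76 (standard error 0.18, edgeR adjusted p = 6.05e-05) over the 5 libraries, 1.61 (standard error 0.23, edgeR adjusted p = 0.00574) over all 6 and 1.84 between the single-end libraries. Leaving out any library in turn kept it past both thresholds.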

We also highlight the induction of TERG_02742 (Log_2_ Fold Change: 1.72), which encodes a glycosyl hydrolase (Figure 2). Glycosyl hydrolases are classified into more than 45 families [47]. Among these families, chitinases belong to family 18 of glycosyl hydrolases and were chemically and genetically validated in pathogenic fungi as a potential drug target. Chitinases hydrolyze chitin by cleavage of the β-1,4 glycosidic bond and play an important role in the biosynthesis of the hyphal cell wall of filamentous fungi. However, chitinases are also present in the human genome [48].

Further studies still need to be performed to verify which family belongs to glycosyl hydrolase modulated in this work in order to identify its possible function in *T. rubrum* as a new therapeutic target in response to drugs.

#### 3.3.4. Transcription Factor C2H2 (TERG_03861)

The gene that encode the transcription factor C2H2 (TERG_03861; Log_2_ Fold Change: 2.39), also considered as a possible new virulence factor, was induced during co-culture in the presence of terbinafine (Figure 2). 

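TERG_03861 rose from 16.9 ± 0.448 (SD, n = 2) normalized CPM in CO II and CO III, and 14.7 in CO I, to 89.8 ± 32.5 (SD, n = 3). The log2 fold change was 2.51 (standard error 0.30, edgeR adjusted p = 0.000157) over 5 and 2.50 (standard error 0.33, edgeR adjusted p = 0.00508) over 6 libraries, 2.66 between the single-end libraries, and past both thresholds with each library left out.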

The role of this transcription factor in dermatophytes has not yet been elucidated. However, a query of the NCBI (National Center of Biotechnology) database showed that this protein exhibits 100% of similarity with the C2H2 transcription factor described in *Aspergillus fumigatus*. In *A. fumigatus*, the C2H2 transcription factor seems to function as a negative regulator of host cell damage and stimulation, as well as of virulence during invasive pulmonary disease [49]. Moreover, *A. fumigatus* C2H2 showed limited homology with the *Candida albicans* C2H2 Bcr1 transcription factor. In the pathogenic yeast *C. albicans*, the C2H2 Bcr1 transcription factor governs the expression of multiple cell surface proteins that mediate biofilm formation, as well as adherence to host cells [50,51]. The similarity of the C2H2 transcription factors of *A. fumigatus* with the C2H2 transcription factor of *T. rubrum* may suggest another virulence factor that is still unknown in this dermatophyte. However, studies still need to be done in order to verify if the transcription factor C2H2 modulated in this work is a virulence factor for *T. rubrum* and what is its function during the infectious process.

#### 3.3.5. Βeta-lactamase and Metallo-β-lactamase (TERG_ 05698 and TERG_08360)

Other possible virulence factors that could be better studied in fungi are fungal lactamases. In this work, the genes encoding β-lactamase (Log_2_ Fold Change: −2.33) (Figure 2) and metallo-β-lactamase (Log_2_ Fold Change: −1.83) in *T. rubrum* were repressed by exposure to terbinafine 

To combat antibiosis, bacteria developed resistance mechanisms such as efflux pumps and hydrolytic enzymes, including β-lactamases [52]. Parallel to the presence in bacteria, β-lactamase-encoding genes are also abundant in different fungal families. In contrast to bacteria, the function of these genes in fungi is still poorly understood. There are only two studies on the hydrolytic function of lactamase (metallo-β-lactamase, MBL)-encoding genes in *Fusarium verticillioides* and *Fusarium pseudograminearum* [53,54]. These studies raised the hypothesis that, asin bacteria, hydrolytic enzymes in fungi might be related to the degradation of and resistance to xenobiotic compounds [55]. 

Further studies should be carried out to evaluate the role of lactamases in dermatophytes, since the participation of fungal lactamases in dermatophytoses and in response to antifungal agents is still unknown.

#### 3.3.6. N-acetylglucosamine-6-phosphate Deacetylase (TERG_03223)

N-acetylglucosamine (GlcNAc) is the main component of the structural polymers of bacteria, plants, and animals. In eukaryotes, GlcNAc is used as a substrate by chitin synthase, an enzyme that produces chitin, a GlcNAc homopolymer [56,57].

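TERG_03223, the gene for N-acetylglucosamine-6-phosphate deacetylase, varied widely between the terbinafine libraries, with 101 normalized CPM in COT I, 309.8 in COT II and 142 in COT III. The mean was 184 ± 111 (SD, n = 3), against 46.4 ± 0.644 (SD, n = 2) in CO II and CO III and 14.7 in CO I. Its log2 fold change was 2.08 (standard error 0.40, edgeR adjusted p = 0.00265) over 5 and 2.31 (standard error 0.49, edgeR adjusted p = 0.0185) over 6 libraries, and 2.30 between the single-end libraries. Without COT II the edgeR adjusted p was 0.0902, without COT III 0.0654 and without CO III 0.0539.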

In the present study, we observed the induction of N-acetylglucosamine-6-phosphate deacetylase (TERG_03223; Log_2_ Fold Change: 1.96) (Figure 2). This enzyme catalyzes the deacetylation of GlcNAc. In bacteria, this is an important process for lipopolysaccharide synthesis and cell wall recycling [56]. The pathogenic fungus *Candida albicans* utilizes GlcNAc as a carbon source for growth. Deletion of the CaNAG2 gene, which encodes N-acetylglucosamine-phosphate deacetylase, attenuated *C. albicans* virulence in a mouse model of systemic infection [58]. 

We therefore suggest that the induction of N-acetylglucosamine-6-phosphate deacetylase in the co-culture with terbinafine may indicate a potential virulence factor of *T. rubrum* to maintain the integrity of its cell wall during the infectious process due to effects of this allylamine on the plasma membrane of the fungus.

## 4. Materials and Methods

### 4.1. Trichophyton rubrum, Media and Growth Conditions

The *T. rubrum* strain CBS 118892 (CBS-KNAW Fungal Biodiversity Center, Utrecht, The Netherlands) sequenced by the Broad Institute (Cambridge, MA, USA) was used. The strain was cultured on Sabouraud dextrose agar (Oxoid, Hampshire, UK) for 15 days at 28 ℃. After this period of incubation, the mycelial surface of the fungus was scraped with a sterile spatula to prepare conidia solution in saline (0.9% of NaCl). The conidia solution was filtered on glass wool and the solution concentration was adjusted in a hemocytometer to 1 × 10^7^ conidia/mL.

### 4.2. Keratinocytes, Media and Growth Conditions

The immortal human keratinocyte cell line HaCaT purchased from Cell Lines Service GmbH (Eppelheim, Germany) was used. The cells were cultured on RPMI-1640 medium (Sigma Aldrich, St. Louis, MO, USA) supplemented with 10% fetal bovine serum at 37 ℃ in an atmosphere containing 5% CO_2_. Penicillin (100 U/mL) and streptomycin (100 µg/mL) were added to the culture medium to prevent bacterial contamination.

### 4.3. Chemicals

Terbinafine was purchased from Sigma Aldrich (St. Louis, MO, USA) and a stock solution (1 mg/mL) was prepared by dilution of the compound in ultrapure water.

### 4.4. Co-Culture Assay and Conditions 

HaCaT cells (2.5 × 10^5^ cells/mL) and *T. rubrum* conidia (1 × 10^7^ conidia/mL) were used for the co-culture assay as described by Komoto et al. [6]. To evaluate the effect of terbinafine, 0.0162 µM (¼ of Minimal Inhibitory Concentration value) of this antifungal agent was added to the co-culture as determined by Komoto et al. [6]. As control, keratinocytes were cultured in the presence and absence of terbinafine to evaluate the effect of the antifungal agent on keratinocytes. The assay of each condition was carried out in triplicate in three independent experiments. The viability of HaCaT cells was evaluated after 24 h of co-culture treated or not with terbinafine by quantifying the release of lactate dehydrogenase (LDH) (TOX7 kit, Sigma Aldrich) according to manufacturer instructions and described by Santiago et al. [59]. Triton X-100 (Sigma Aldrich) was used as control. Absorbance was read at 490 nm in a microplate reader (Multiscan FC, Thermo Fisher Scientific, West Columbia, SC, USA).

### 4.5. RNA Isolation and Integrity Analysis

RNA was isolated and its integrity was analyzed as described by Petrucelli et al. [26]. Only RNA with an RNA integrity number (RIN) > 7 was accepted for construction of the cDNA libraries. The selected RNAs were quantified in a Quantus™ Fluorometer (Promega Corporation, Madison, WI, USA) and then used for the library construction. 

### 4.6. Library Construction and Sequencing

The cDNA libraries were constructed in triplicate for each condition: keratinocyte culture, keratinocyte culture with terbinafine, co-culture and co-culture with terbinafine. We compared the library of co-culture with terbinafine vs. the library of co-culture in order to assess the differentially expressed genes between this conditions. We also compared the library of keratinocyte culture vs. the library of keratinocyte culture with terbinafine to verify if the drug had some effect in the modulation of human keratinocytes genes. However, there was no observed gene expression modulation (data not shown). 

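The keratinocyte experiment held HaCaT cells without T. rubrum for 24 h, untreated in 3 libraries (H I to H III) and with 0.0162 µM terbinafine in 3 (HT I to HT III). The authors deposited the reads counted on each of 26334 human genes, without normalization. The totals were 9701060, 29939249 and 21942235 counts in H I, H II and H III, with a median of 21942235, and 9040703, 20614928 and 25088700 in HT I, HT II and HT III, with a median of 20614928. Table S1 lists H I and all terbinafine libraries as single-end and H II and H III as paired-end. Counts per read mapped to the human genome were 0.317 in both H I and HT I but 0.616 and 0.610 in H II and H III and 0.615 and 0.618 in HT II and HT III. By this ratio, HT II and HT III stand with the paired-end libraries, and the layout of Table S1 does not account for it. The counts passed the same filter, normalization and test as the co-culture counts, which left 10810 genes. Replicate libraries correlated across genes at a Spearman correlation of 0.946 to 0.958. Of the genes counted, 7825 had 0 counts in all 12 human libraries, among them the ribosomal protein genes RPL13A and RPL11. A gene at 0 in these tables is therefore a gene not counted, not one shown to be silent.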

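With edgeR, 0 human genes were called higher and 0 lower with terbinafine in keratinocytes alone. At an unadjusted p below 0.05, 105 of the 10810 genes differed, and 3 of them had a log2 fold change past the threshold. The DESeq2 Wald test and limma's voom also called 0 genes, with 30 and 314 at an unadjusted p below 0.05, and the replicate number as a block gave 384. The authors' deposited table for this comparison lists 0 genes with an adjusted p below 0.05 and 60 with an unadjusted p below 0.05. Groups did not overlap for 4.19% of the genes, where chance gives 10% for libraries that are not paired. In libraries simulated with the same totals and a common spread, 200 of 200 genes changed by 2.5 on the log2 scale were recovered. Genes at few counts were not among those changed, and smaller changes were not simulated. A change of that size was thus detectable in better counted genes with such a spread. The genes of human cholesterol synthesis, among them SQLE, which encodes human squalene epoxidase, had log2 fold changes between −0.23 and 0.03 in the 14 genes that could be tested, with a median of −0.02 (limma's fry test, two-sided, adjusted p = 0.413). With the listed read layout as a covariate the median was −0.14 (limma's fry test, adjusted p = 0.00543), and with the layout the counts show, chosen after seeing the data, −0.03 (adjusted p = 0.166). For this comparison the paper reports that no modulation was observed.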

The libraries were constructed using the TrueSeq^®^ RNA Sample Preparation Kit v2 (Illumina, San Diego, CA, USA) according to manufacturer recommendations. The libraries were validated following the Library Quantitative PCR (qPCR) Quantification Guide (Illumina). A pool of 11 pM of each library was applied to each lane of the flowcell (Illumina) and clustering was performed using cBot (Illumina) according to manufacturer instructions.

Single-end and paired-end sequencing was performed on the Genome Analyzer IIx and Hiseq 2000 (Illumina), respectively, according to manufacturer recommendations. The RNA-seq data are deposited in the GEO database [60] under the accession number GSE135095.

### 4.7. Sequence Data Analysis

The sequence data were analyzed as described by Petrucelli et al. [26]. According to the distribution of the genes, those exhibiting statistical significance <0.05 and a log_2_ fold change ≥1.5 or ≤−1.5 were classified as differentially expressed genes (Supplementary Figure S1). 

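The paper's text does not say whether this significance was adjusted for multiple testing. In the authors' deposited table for T. rubrum, 392 of 5167 genes have an adjusted p below 0.05, and 277 of them also pass the fold change threshold. Taken by the unadjusted p, 293 genes of the authors' deposited table would pass. From the counts of all 6 libraries, edgeR gave 1016 genes with an adjusted p below 0.05, 454 higher and 562 lower. With the unadjusted p and the fold change threshold, 594 genes passed. The number with an adjusted p below 0.05 depended strongly on single libraries. It was 2382 over the 5 libraries of the authors' comparison, 437 without CO III, 117 without COT II and 106 without COT III.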

Functional categorization of the *T. rubrum* genes was based on the Gene Ontology (GO) categories [61] using the Blast2GO algorithm. The BayGO algorithm was used for functional enrichment [62] and categories with a *p* value < 0.05 were considered the most representative. 

### 4.8. Validation of the Data

Fifteen genes were validated by qPCR. For reverse transcription, 1 μg of total RNA from the same conditions assayed and used for sequencing was treated with DNAse 1 Amplification Grade^®^ (Sigma Aldrich, St. Louis, MO, USA) to remove any contamination with genomic DNA. Messenger RNA was converted to cDNA using the High-Capacity cDNA Reverse Transcription^®^ Kit (Applied Biosystems, Foster City, CA, USA) according to manufacturer recommendations. The real-time quantitative (RT)-PCR assays were carried out in triplicate using the SYBR Taq Ready Mix Kit (Sigma Aldrich) in an Mx3300 qPCR System (Stratagene, San Diego, CA, USA). The cycling conditions were: initial denaturation at 94 °C for 10 min, followed by 40 cycles at 94 °C for 2 min, at 60 °C for 60 s and at 72 °C for 1 min. A dissociation curve was constructed at the end of each PCR cycle to check the amplification products. The gene expression levels were calculated using the comparative 2−ΔΔCT method. The 18S [63] and β-tubulin [64] genes were used as normalizer genes. The results are reported as the mean ± standard deviation of three experiments. Pearson’s correlation test was used to evaluate the correlation between the qPCR and RNA-seq techniques. The primers used in the qPCR assays are shown in Supplementary Table S4.

## 5. Conclusions

The RNA sequencing of the *T. rubrum* co-culture in the presence of terbinafine showed that several other genes of the ergosterol biosynthesis cascade were repressed. We highlight the induction of transmembrane transporters, which may be associated with the efflux of this allylamine. In addition, other genes that could be involved in the pathogenicity of *T. rubrum* were also modulated in the presence of the drug. These findings offer new perspectives for the discovery of novel antifungal targets or even for structural modifications in the terbinafine molecule that would allow to increase its spectrum of antifungal activity. In addition, we observed the modulation of hypothetical genes with still unknown functions in *T. rubrum* but that possess orthologs in other dermatophytes.

However, further studies are necessary to confirm the relationship of these modulated genes with the pathogenicity and resistance of *T. rubrum* to terbinafine.

## Figures and Tables

**Figure 1:**
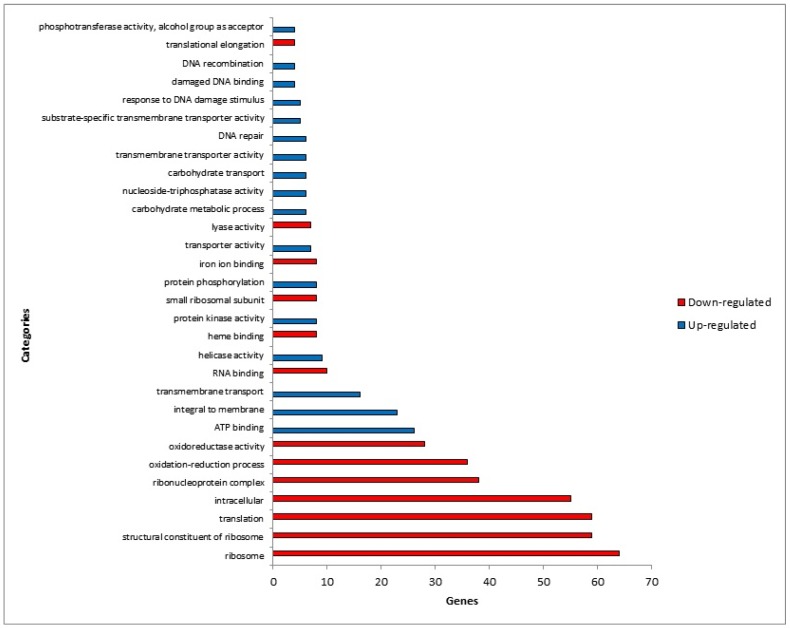
Gene Ontology-based functional categorization of differentially expressed genes. Main representative functional categories (*p* < 0.05) of differentially expressed genes in *T. rubrum* co-cultured with keratinocytes treated with terbinafine.

**Figure 2:**
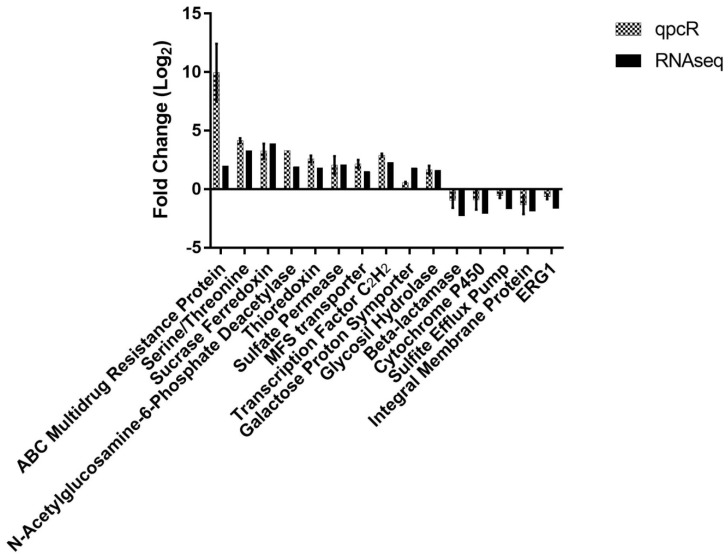
Comparison of gene modulation obtained by RNA-seq and qPCR. The error bars represent the standard error of three independent replicates. Pearson’s test indicated very strong correlation between the two techniques (r = 0.93; *p* < 0.001).

**Table 1:** The 50 most up-regulated genes in 24 h of co-culture treated with terbinafine.

ID	Log_2_ Fold Change	Gene Product Name	Orthologous
TERG_00523	5.50	Hypothetical protein	-
TERG_08182	4.79	Hypothetical protein	-
TERG_01636	4.72	Hypothetical protein	*Microsporum gypseum* CBS 118893 ADP-ribosylglycohydrolase (1715 nt)
TERG_02902	4.64	Hypothetical protein	-
TERG_00540	4.44	Hypothetical protein	*Trichophyton verrucosum* HKI 0517 oxidoreductase, zinc-binding, putative (1134 nt)
TERG_12029	4.19	Hypothetical protein	-
TERG_02067	4.03	Hypothetical protein	-
TERG_02609	3.93	Sucrase/ferredoxin	*Trichophyton equinum* CBS 127.97 actin patches distal protein 1 (950 nt)
TERG_06347	3.93	Hypothetical protein	-
TERG_11747	3.79	Hypothetical protein	-
TERG_08503	3.45	Hypothetical protein	*Microsporum canis* CBS 113480 secalin (2547 nt)
TERG_08121	3.38	Protein kinase	*Microsporum gypseum* CBS 118893 protein kinase subdomain-containing protein (891 nt)
TERG_08278	3.33	Serine/threonine	*Trichophyton tonsurans* CBS 112818 serine/threonine protein kinase (2270 nt)
TERG_05843	3.32	Hypothetical protein	*Trichophyton equinum* CBS 127.97 F-box domain-containing protein (2405 nt)
TERG_08194	3.24	Hypothetical protein	*Microsporum canis* CBS 113480 serine/threonine protein kinase (2427 nt)
TERG_00197	3.23	Aldose 1-epimerase	*Trichophyton verrucosum* HKI 0517 aldose 1-epimerase family protein, putative (1631 nt)
TERG_02899	3.17	Hypothetical protein	-
TERG_05111	3.12	Hypothetical protein	-
TERG_03293	3.03	Hypothetical protein	-
TERG_03132	2.91	Hypothetical protein	-
TERG_00959	2.79	Hypothetical protein	*Arthroderma benhamiae* CBS 112371 RNA binding protein, putative (3143 nt)
TERG_03252	2.78	Hypothetical protein	-
TERG_03304	2.77	Hypothetical protein	*Trichophyton verrucosum* HKI 0517 AAA family ATPase, putative (2368 nt)
TERG_06402	2.75	Hypothetical protein	*Trichophyton verrucosum* HKI 0517 Ser/Thr protein phosphatase family protein (921 nt)
TERG_02448	2.74	Hypothetical protein	-
TERG_11932	2.74	Hypothetical protein	-
TERG_02303	2.74	Ankyrin repeat protein	*Arthroderma benhamiae* CBS 112371 ankyrin repeat protein (5579 nt)
TERG_04951	2.73	Hypothetical protein	*Trichophyton equinum* CBS 127.97 U-box domain-containing protein (2461 nt)
TERG_06445	2.72	Hypothetical protein	-
TERG_06992	2.69	Pyridine nucleotide-disulfide oxidoreductase	*Trichophyton tonsurans* CBS 112818 pyridine nucleotide-disulphide oxidoreductase (1785 nt)
TERG_02900	2.69	Hypothetical protein	-
TERG_04234	2.66	Hypothetical protein	*Trichophyton verrucosum* HKI 0517 hydrophobin, putative (562 nt)
TERG_00583	2.63	Hypothetical protein	-
TERG_08046	2.56	Hypothetical protein	*Microsporum gypseum* CBS 118893 beta-lactamase (852 nt)
TERG_04721	2.54	Glutamate carboxypeptidase	*Trichophyton equinum* CBS 127.97 glutamate carboxypeptidase (2412 nt)
TERG_05909	2.51	Hypothetical protein	-
TERG_05239	2.46	DNA polymerase lambda	*Trichophyton verrucosum* HKI 0517 DNA polymerase POL4, putative (2133 nt)
TERG_01956	2.46	Hypothetical protein	*Arthroderma benhamiae* CBS 112371 C2H2 finger domain protein, putative (3359 nt)
TERG_06065	2.43	Hypothetical protein	*Trichophyton verrucosum* HKI 0517 conserved glycine-rich protein (903 nt)
TERG_06207	2.39	Hypothetical protein	*Trichophyton verrucosum* HKI 0517 proline oxidase PrnD (1941 nt)
TERG_07034	2.39	Hypothetical protein	-
TERG_03861	2.39	C2H2 transcription factor	*Trichophyton tonsurans* CBS 112818 C2H2 transcription factor (895 nt)
TERG_03443	2.34	Hypothetical protein	*Trichophyton equinum* CBS 127.97 ankyrin repeat protein (1561 nt)
TERG_03628	2.33	Serine/threonine protein kinase	*Trichophyton tonsurans* CBS 112818 serine/threonine protein kinase (2187 nt)
TERG_00642	2.32	Hypothetical protein	*Trichophyton equinum* CBS 127.97 HHE domain-containing protein (552 nt)
TERG_07982	2.32	Hypothetical protein	-
TERG_05469	2.32	Hypothetical protein	-
TERG_12329	2.32	Hypothetical protein	*Trichophyton tonsurans* CBS 112818 Ku70/Ku80 beta-barrel domain-containing protein (2242 nt)
TERG_06990	2.30	Hypothetical protein	-
TERG_02131	2.29	Hypothetical protein	-

**Table 2:** The 50 most down-regulated genes in 24 h of co-culture treated with terbinafine.

ID	Log_2_ Fold Change	Gene Product Name	Orthologous
TERG_01731	−3.68	Hypothetical protein	-
TERG_11886	−3.49	Hypothetical protein	*Trichophyton tonsurans* CBS 112818 copper radical oxidase (2955 nt)
TERG_06315	−3.32	Hypothetical protein	*Arthroderma benhamiae* CBS 112371 integral membrane protein (1704 nt)
TERG_00499	−3.32	Hypothetical protein	-
TERG_02811	−3.26	Hypothetical protein	*Arthroderma benhamiae* CBS 112371 acetyl xylan esterase (Axe1), putative (955 nt)
TERG_01900	−3.25	Aquaglyceroporin	*Arthroderma benhamiae* CBS 112371 aquaglyceroporin, putative (1058 nt)
TERG_00520	−3.19	Hypothetical protein	-
TERG_03105	−3.16	Hypothetical protein	-
TERG_07234	−2.76	Hypothetical protein	-
TERG_04164	−2.60	Hypothetical protein	-
TERG_07011	−2.58	Hypothetical protein	*Arthroderma benhamiae* CBS 112371 conserved fungal protein (800 nt)
TERG_12474	−2.48	Hypothetical protein	*Trichophyton tonsurans* CBS 112818 ABC-transporter (2471 nt)
TERG_06276	−2.47	Chromate ion transporter	*Trichophyton tonsurans* CBS 112818 chromate ion transporter (1906 nt)
TERG_01901	−2.44	Glycerol kinase	*Trichophyton equinum* CBS 127.97 glycerol kinase (1680 nt)
TERG_00765	−2.38	Hypothetical protein	-
TERG_01406	−2.37	Hypothetical protein	*Trichophyton equinum* CBS 127.97 phospholipase D (939 nt)
TERG_12475	−2.37	Hypothetical protein	*Arthroderma benhamiae* CBS 112371 ABC-transporter, putative (2336 nt)
TERG_07199	−2.35	Hypothetical protein	-
TERG_05698	−2.33	Beta-lactamase	*Trichophyton verrucosum* HKI 0517 transesterase (LovD), putative (1428 nt)
TERG_07539	−2.30	Hypothetical protein	*Trichophyton tonsurans* CBS 112818 multidrug resistance protein (2253 nt)
TERG_11621	−2.27	Hypothetical protein	-
TERG_02161	−2.25	DOC Family	*Microsporum canis* CBS 113480 DOC family protein (456 nt)
TERG_02979	−2.22	Delta(24(24(1)))-sterol reductase	*Trichophyton tonsurans* CBS 112818 Delta(24(24(1)))-sterol reductase (1551 nt)
TERG_07798	−2.22	Hypothetical protein	-
TERG_02722	−2.21	Hypothetical protein	*Trichophyton equinum* CBS 127.97 WSC domain containing protein (2371 nt)
TERG_00754	−2.20	Hypothetical protein	-
TERG_04382	−2.15	C-14 sterol reductase	*Trichophyton tonsurans* CBS 112818 c-14 sterol reductase (1597 nt)
TERG_05808	−2.14	Hypothetical protein	-
TERG_03083	−2.14	3-dehydroquinate synthase	*Trichophyton equinum* CBS 127.97 pentafunctional AROM polypeptide (4908 nt)
TERG_01703	−2.13	Cytochrome P450 51	*Trichophyton equinum* CBS 127.97 cytochrome P450 51 (1790 nt)
TERG_08666	−2.13	Hypothetical protein	-
TERG_08545	−2.13	C-4 methylsterol oxidase	*Trichophyton equinum* CBS 127.97 C-4 methyl sterol oxidase Erg25 (940 nt)
TERG_01676	−2.10	6,7-dimethyl-8-ribityllumazine synthase	*Trichophyton tonsurans* CBS 112818 6,7-dimethyl-8-ribityllumazine synthase (761 nt)
TERG_04041	−2.10	Sad1/UNC domain-containing protein	*Trichophyton verrucosum* HKI 0517 Sad1/UNC domain protein (2625 nt)
TERG_07810	−2.09	Hypothetical protein	*Trichophyton tonsurans* CBS 112818 phospholipase (3533 nt)
TERG_00613	−2.09	Hypothetical protein	-
TERG_04793	−2.04	Cyclin	*Trichophyton tonsurans* CBS 112818 cyclin (1194 nt)
TERG_06265	−2.03	Hypothetical protein	*Trichophyton equinum* CBS 127.97 LPS glycosyltransferase (1368 nt)
TERG_08359	−2.01	FAD-dependent monooxygenase	*Trichophyton tonsurans* CBS 112818 FAD-dependent monooxygenase (1321 nt)
TERG_02842	−2.01	Hypothetical protein	*Trichophyton equinum* CBS 127.97 6-hydroxy-D-nicotine oxidase (1598 nt)
TERG_03204	−2.00	60S ribosomal protein L7	*Trichophyton tonsurans* CBS 112818 60S ribosomal protein L7 (1079 nt)
TERG_07797	−1.98	Isoflavone reductase	*Trichophyton equinum* CBS 127.97 amino acid permease (2474 nt)
TERG_01994	−1.98	Hypothetical protein	*Trichophyton equinum* CBS 127.97 OPT oligopeptide transporter protein (3035 nt)
TERG_00032	−1.98	Mitochondrial dicarboxylate carrier	*Trichophyton tonsurans* CBS 112818 mitochondrial dicarboxylate transporter (1162 nt)
TERG_01604	−1.97	60S ribosomal protein L36	*Trichophyton tonsurans* CBS 112818 60S ribosomal protein L36 (527 nt)
TERG_03148	−1.95	Hypothetical protein	*Trichophyton equinum* CBS 127.97 molybdenum cofactor sulfurase (1551 nt)
TERG_05236	−1.94	60S ribosomal protein L35	*Trichophyton tonsurans* CBS 112818 60S ribosomal protein L35 (1143 nt)
TERG_01399	−1.93	Hypothetical protein	-
TERG_06755	−1.91	C-8 sterol isomerase	*Trichophyton verrucosum* HKI 0517 C-8 sterol isomerase (Erg-1), putative (628 nt)
TERG_02542	−1.91	Integral membrane protein	*Trichophyton verrucosum* HKI 0517 integral membrane protein Pth11-like, putative (1773 nt)

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-0817/8/4/274/s1, Figure S1: Distribution of differentially expressed genes after 24 h of co-culture. The red points indicate differentially expressed genes, Table S1: General features of dual RNA-seq sequences against reference genomes. CO I, CO II, CO III: co-culture libraries; H I, H II, H III: human keratinocyte libraries. COT I, COT II, COT III: co-culture treated with terbinafine libraries. HT I, HT II, HT III: human keratinocyte treated with terbinafine. The libraries were constructed in triplicate, with I, II and III corresponding to the sample number of each condition. PE: paired-end sequence; SR: single read sequence, Table S2: Complete list of up-regulated genes in *T. rubrum* after 24 h of co-culture treated with terbinafine, Table S3: Complete list of down-regulated genes in *T. rubrum* after 24 h of co-culture treated with terbinafine, Table S4: Primers used for qPCR analysis.

# Supplementary material for: The Transcriptional Profile of Trichophyton rubrum Co-Cultured with Human Keratinocytes Shows New Insights about Gene Modulation by Terbinafine
**Source:** Pathogens. 2019 Nov 29;8(4):274. doi: 10.3390/pathogens8040274
**Supplement:** Supplementary file 1

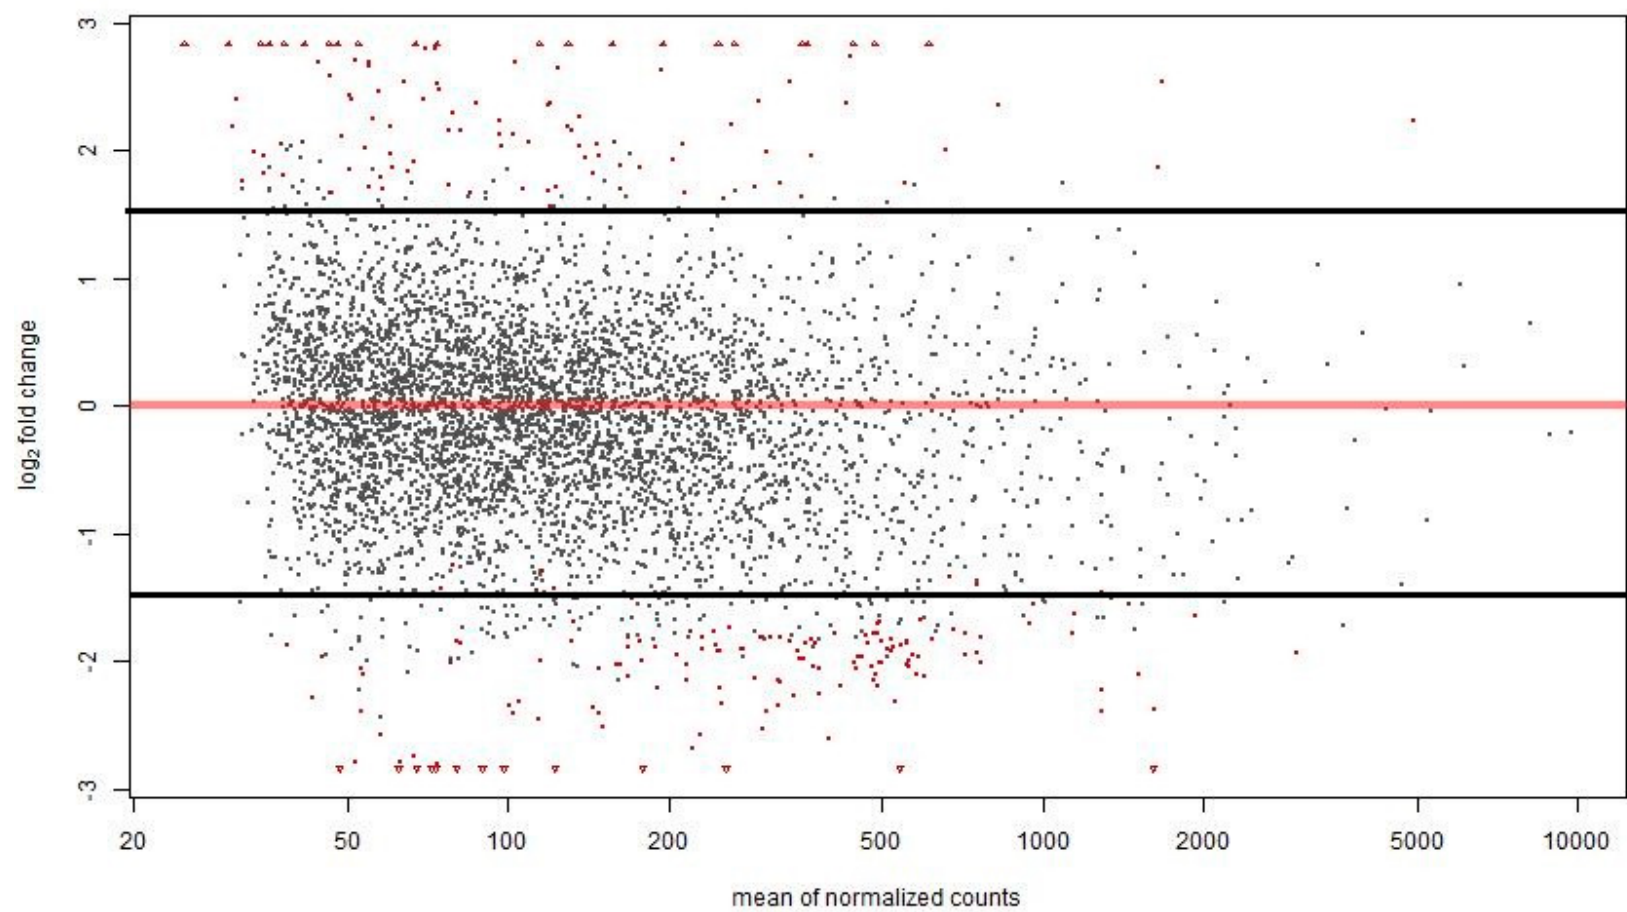

**Figure 1.** Distribution of differentially expressed genes after 24 h of co-culture. The red points indicate differentially expressed genes.

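Table S1 gives for each library the reads sequenced, the reads kept after quality filtering and the reads mapped to each genome. For H I and HT I, the table's reads mapped to the human genome make up 88.7% and 88.6% of high-quality reads, against 83.7% and 84.0% in H II and H III and 83.6% and 83.7% in HT II and HT III. In the co-culture libraries the table's percentage on the T. rubrum genome is a share of all high-quality reads, while the shares of gene counts reported beside the results use only reads counted on genes. A mapped read is not a counted read. On the T. rubrum genes, 1.65 and 1.62 counts per mapped read were found in the paired-end libraries CO I and COT I, and 0.801 to 0.803 in the single-end ones. On the human genes of the same libraries the ratios were lower, at 0.576 and 0.577, and 0.308 to 0.317. The terbinafine concentration was the same in the co-culture and keratinocyte libraries.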

**Table S1.** General features of RNA-seq sequences against reference genomes.

CO I. CO II. CO III: co-culture libraries; COT I. COT II. COT III: co-culture with terbinafine libraries; H I. H II. H III: human keratinocyte libraries; HT I. HT II. HT III: human keratinocyte with terbinafine libraries. The libraries were constructed in triplicate. with I. II and III corresponding to the sample number of each condition. PE: paired-end sequence; SR: single read sequence.

**Table S2:** Complete list of up-regulated genes in *T. rubrum* after 24 h of co-culture treated with terbinafine.

---

**Table S3:** Complete list of down-regulated genes in *T. rubrum* after 24 h of co-culture treated with terbinafine.

---

**Table S4:** Primers used for qPCR analysis

---

How the deposited data were processed for this re-analysis (not part of the article)

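RNA from 4 conditions was sequenced by the authors in 3 libraries each: co-culture of HaCaT keratinocytes with T. rubrum (CO), the same with terbinafine (COT), keratinocytes alone (H) and keratinocytes with terbinafine (HT). The terbinafine concentration was 0.0162 µM and the time 24 h. Libraries were grouped by the condition and replicate number of their labels, which match Table S1.

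The authors filtered the reads for quality, aligned them to the T. rubrum genome and to human hg19, and deposited the whole-number count of reads on each gene of each library, without normalization. The aligner, the counting program, the annotation version and the use of strand are not given in the sources used here, since the methods refer to another paper for them. All 18 count columns were matched to a library. Of 26334 human genes, 7825 had a count of 0 in all 12 libraries, among them RPL13A and RPL11. GAPDH had between 8 and 120 counts per library, where ACTB had between 54084 and 296908. Reads that fit genes with near-identical copies appear to have been left out of, or split by, the counting, so values of pseudogenes and of members of gene families are uncertain, as are those of overlapping genes.

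The authors also deposited tables of 3 comparisons, with column names as the DESeq package writes them. In these, the baseMean columns are scores made by the authors as mean counts divided by size factors, the foldChange column is the authors' ratio of the treated to the untreated mean, and the log2 fold change was computed by the authors as the log2 of that ratio. The p-value and the adjusted p-value in the deposited tables come from the authors' own test. The weights with which the counts of each library enter the group means were solved from the deposited tables, with relative residuals of at most 1e-12. They gave CO I a weight of 0 in both co-culture comparisons, which therefore used 5 libraries, and all 6 libraries entered the keratinocyte comparison. Infinite log2 fold changes, 1555 in the human co-culture table and 269 in the keratinocyte table, were left out of numerical comparisons.

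From the counts, genes were filtered with edgeR's filterByExpr (minimum count 10), normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16, with Benjamini-Hochberg adjustment, on the libraries of the groups compared only. The thresholds were those of the paper, a significance of 0.05, taken here as the adjusted p, and a log2 fold change of 1.5 in either direction. The difference between the drug responses with and without T. rubrum was tested as an interaction over all 12 libraries, at an adjusted p of 0.05 without a fold change threshold. Gene sets were tested with fry and camera of limma 3.58.1 on log2 CPM with a prior count of 2, and the p of fry was adjusted over the sets run under the same setting, 6 in the fits with all libraries. For the alternatives this adjustment was added after their unadjusted values had been seen. DESeq2 1.42.0 and limma's voom served as other tools. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Standard errors of log2 fold changes come from the edgeR fit. Shares of single libraries have Wilson 95% intervals. The test of shares was an exact permutation test.

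The tests, the libraries in each fit and the alternatives were chosen before the data were examined, except those named in the closing section as chosen later. The alternatives were DESeq2, RLE and upper-quartile normalization, voom with sample weights, no filter, at least 10 counts in every library, the replicate number as a block, read layout as a covariate, single-end libraries only, each library left out, a gene length trend removed by a loess curve (span 0.5), thinning to the shallowest library, the unadjusted p and no fold change threshold. Where leaving out a library left single libraries in a group, as in the single-end keratinocyte libraries, the lone library was assumed to vary like the other group. The length correction was set right after its first result had been seen, because it had counted the normalization double. The shares of genes in the paired-end pair were set against simulations for each direction after the pooled share had been seen.

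The genes named in the text follow a rule: every T. rubrum gene that the paper's text or Table S4 names by identifier with a fold change, as a qPCR gene or as a normalizer, TERG_04382, and in each comparison the 5 genes with the largest increase and the 5 with the largest decrease among those past both thresholds whose groups do not overlap. The values of the T. rubrum genes in the paper's tables had been seen when the rule was written. Human genes of the authors' co-culture table, the ribosomal protein genes and the abundant genes GAPDH, ACTB, RPL13A and RPL11 fall outside the rule and were chosen after their values were seen. All 8616 T. rubrum identifiers matched locus tags of the RefSeq annotation ASM15142v1, which was used for gene lengths only. Lengths of human genes came from a GRCh37 annotation, and 85.4% of human genes had one. Tests of transporter and oxidoreductase genes by product name were planned but not run, because the annotation used here gives no product names for T. rubrum. Words in the names and orthologs of Tables S2 and S3 were counted in their place.

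Replicate numbers are shared by the conditions, and the paper states that each condition was assayed in independent experiments. Deviations from the group means of same-numbered libraries correlated across genes. The correlations were 0.156, 0.143 and 0.127 for T. rubrum genes in co-culture. They were 0.882, 0.608 and 0.578 for human genes in co-culture and 0.701, 0.437 and 0.361 for keratinocytes alone. Libraries II and III also correlated across numbers. COT II with CO III and COT III with CO II had 0.121 and 0.0978 for T. rubrum genes, and 0.569 and 0.601 for human genes. HT II with H III had 0.373 and HT III with H II 0.43. The correlations thus set replicate I, which differs in read layout, apart from the others. They do not show that replicates II and III are paired by number. The replicate block rests on the numbers of the labels.

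Each fit was tested on counts simulated from the real means and library sizes, with 1 common spread for all genes of a comparison. In these, 200 genes above a minimum mean count were changed by 2.5 on the log2 scale. The fits recovered 197 of them among 7340 T. rubrum genes, 200 among 10645 genes of keratinocytes with and without terbinafine, 196 among 8326 human genes of co-culture with and without terbinafine, 200 among 9976 of co-culture against keratinocytes and 195 among 10448 for the interaction. Unchanged genes called were 1, 1, 0, 1 and 7, and 1 simulation of each comparison without any change gave 0 calls. T. rubrum counts were fewest in COT I, at 372945, and CO I, at 578131, and a log2 fold change of a gene at a few counts is not a bound.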

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

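In this part, the tests of read layout and of the thinned human counts for co-culture against keratinocytes, the DESeq2 fit on 5 libraries and the count of the authors' human genes under other designs were chosen after results had been seen. The other tests were set beforehand.

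The paper does not compare human genes of the co-culture with those of keratinocytes alone. In these data edgeR called 128 human genes higher and 201 lower in CO than in H, of 10186 tested, and 323 of the 329 did not overlap between groups, where chance gives 10% of genes and 47.3% of all genes tested did not overlap. Of 10 splits of the 6 libraries, 2 gave as many genes in a direction as the genes higher and 1 as many as the genes lower. The other 8 gave 0. A share under 0.1 is impossible with 10 splits, so chance cannot be excluded by them. The second split sets CO I, H II and H III, the paired-end libraries, against the single-end ones, and gave 52 genes higher and 172 lower. With read layout as a covariate, 291 genes were called, 88 higher and 203 lower, 246 of them shared with the fit without it. Between single-end libraries alone, CO II and CO III against H I, 240 genes were higher and 371 lower. This argues against read layout as the whole cause. A difference in depth is argued against by thinning every library to the same human total, which left 277 genes called, 201 of them shared. If T. rubrum reads had been counted on human genes, the excess over keratinocytes in CO I would be 0.104 of that in CO II and CO III, by the ratio of T. rubrum to human counts. The median ratio of the genes higher was 0.430, and 0.406 in COT I against COT II and COT III, where 0.0365 would be needed. The ratio was more than 2 times the needed one in 93 of the 128 genes, so the explanation stays open for the others. Leaving out 1 library moved the number of genes higher and lower to 230 and 383 (CO I), 63 and 123 (CO II), 45 and 85 (CO III) and 51 and 68 (H III), and that of genes higher to 59 (H II). In 1 simulation with no change and a common spread for all genes, 0 genes were called, against 329 here. This argues against chance variation between independent libraries as the cause of that number. A factor that libraries of a group share by chance was not simulated. A response of the keratinocytes to T. rubrum is a hypothesis that stays open beside such a factor, and sequencing batches other than layout were not tested.

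Among genes higher in co-culture, ANGPTL4 was at 17.0 ± 12.6 (SD, n = 3) CPM in CO and 0.888 ± 0.253 (SD, n = 3) in H, a log2 fold change of 4.20 (standard error 0.72, edgeR adjusted p = 0.00923). Other genes with a large increase were LINC01127 (3.60), KPNA7 (3.47) and HIST1H3C (3.42). C4orf47 was near the detection limit in H, with 2, 1 and 3 counts in H I, H II and H III against 17, 20 and 14 in CO I, CO II and CO III. The excess ratio of ANGPTL4 was 0.161 and that of HIST1H3C 0.124, under 2 times the one needed, so reads of T. rubrum stay open for them. It was 0.242 in C4orf47, 0.553 in LINC01127 and 0.278 in KPNA7. ANGPTL4 and LINC01127 kept both thresholds with each library left out. The edgeR adjusted p of C4orf47 rose to 0.0534 without CO III, 0.0529 without H II and 0.0567 without H III, that of KPNA7 to 0.0514 without CO III, and that of HIST1H3C to 0.0547 without CO II, 0.0622 without CO III, 0.0679 without H II and 0.0617 without H III. The genes with the largest decrease were near the detection limit in co-culture, where no fold change is given. ENC1 had 1, 0 and 0 counts in CO I, CO II and CO III against 15, 23 and 18 in H I, H II and H III. MIR3176 had 0, 0 and 1 against 10, 27 and 24, TMPPE 1, 0 and 0 against 10, 20 and 16, TMEM198B 1, 0 and 0 against 7, 19 and 15, and SNORD116-4 0, 2 and 0 against 8, 27 and 17. SNORD116-4 had an edgeR adjusted p of 0.102 without CO III and 0.0532 without H I. Too few counts were left to test it, ENC1, TMPPE and TMEM198B without CO I, H II or H III, and MIR3176 without H III.

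The paper reports no human genes for terbinafine in co-culture, but the authors' deposited table for that comparison lists 143 human genes with an adjusted p below 0.05, 53 higher and 90 lower. Of the 143, 11 in the authors' deposited table pass the fold change threshold, among them LOC101559451 at 3.10, FDPSP2 at 3.12 and CCNG1 at −1.86. Several are pseudogenes, whose reads the counting could split with their parent genes. Over all 6 libraries edgeR called 0 human genes higher and 0 lower, with 73 at an unadjusted p below 0.05. DESeq2 and voom also called 0, with 20 and 639 at an unadjusted p below 0.05. DESeq2 on the 5 libraries of the authors called 0, with 277. The number of splits with as many genes, 10 of 10 higher and 10 of 10 lower, carries no information where 0 genes were called. These fits do not pair the libraries. With the replicate block 120 human genes had an edgeR adjusted p below 0.05, with layout as a covariate 44 and between single-end libraries 27, with 0 past the fold change threshold in each. Of the 143 genes 136 could be tested in these fits, and 33, 17 and 12 of them had an edgeR adjusted p below 0.05 in the direction of the authors. The 5 libraries set 1 paired-end library, COT I, beside 2 single-end ones with terbinafine, against single-end libraries only. Between single-end libraries alone, 123 of the 143 genes kept their direction but only 20 kept at least 0.5 of their log2 fold change, and the median change in the direction of the authors' deposited table fell from 0.753 there to 0.171. Across these genes, which are not independent replicates, the authors' log2 fold changes correlated with the difference between paired-end and single-end libraries of keratinocytes alone at r = 0.658. Of the 11 genes past the threshold, 2 kept 0.5 and 10 had the sign of that difference. These values go with read layout, or the instrument that changed with it, as a candidate explanation of most of the 143 genes. A response to the drug stays open, most of all in the genes that kept their change or passed with the replicate block.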

How the results depend on the processing

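The DESeq2 fits on 5 libraries, the thinned human counts and the read layout taken from the counts were chosen after seeing the data. The other alternatives were set beforehand. Tests of transporter and oxidoreductase sets by product name were not run, and with at least 10 counts in every library 4 of the 7 transporter genes were left. For causes not named here, the cause was not tested.

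The T. rubrum medians kept their direction under every alternative run. With libraries left out in turn, the ergosterol genes ranged from −2.09 to −1.70 and the transporters from 1.78 to 1.98. The 23 ribosomal protein genes ranged from −2.35 to −1.68, and at a median of −2.12 the set was not significant in camera with an estimated correlation (p = 0.111, and 0.0954 to 0.182 over the alternatives). The groups of Tables S2 and S3 kept their direction in 152 of 152 medians. Detection ranged from 8545 to 8584 genes with libraries left out.

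Counts of T. rubrum genes called, 235 higher and 254 lower, depended on single libraries. Left out in turn, they gave 79 to 280 higher and 25 to 303 lower. The lowest values came without COT III (79 and 25) and COT II (83 and 30), where edgeR adjusted p lost significance. In both fits 229 of the 277 genes of the authors' tables were past the fold change threshold, against 227 over 6 libraries. Without CO III 147 genes were higher, and without COT I 160 lower. The demand for at least 10 counts in every library, which tests 5207 genes, left 108 higher. Without a fold change threshold there were 454 higher and 562 lower. DESeq2 gave 260 and 306. Upper-quartile normalization gave 273 and 213, or 56.2% higher against 48.1%, and moved the median log2 fold change of all genes to 0.0967.

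For human genes with terbinafine, edgeR, DESeq2 and voom gave 0 calls in co-culture and in keratinocytes alone, and 0 to 0 with libraries left out. At an unadjusted p the keratinocyte comparison had 1 gene higher and 2 lower past the fold change threshold. The interaction had 0 genes, 0 with each library left out, 154 at an unadjusted p and 22 with the replicate block. DESeq2 gave 62 and voom 704 genes at an unadjusted p.

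In co-culture against keratinocytes, 128 genes higher and 201 lower became 355 and 437 with voom, 240 and 371 in single-end libraries, and 1493 and 1362 without a fold change threshold. At least 10 counts in every library, which removes genes lost in a group, left 74 and 58. With libraries left out the range was 45 to 230 higher (lowest without CO III, highest without CO I) and 68 to 383 lower (lowest without H III, highest without CO I).

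The median of the human cholesterol synthesis genes lay close to 0. In keratinocytes it was −0.02, −0.058 to 0.038 with libraries left out, and past the threshold of fry with layout as listed (−0.14, limma's fry test, adjusted p = 0.00543) and in single-end libraries as listed (−0.18, adjusted p = 0.0383), where 1 untreated library was left, but not with layout as the counts show (−0.03, adjusted p = 0.166). Over its alternatives in co-culture, the median of 0.00062 reversed to −0.00139 with DESeq2, −0.00284 with RLE normalization, −0.0113 with voom, −0.0136 in single-end libraries (limma's fry test, adjusted p = 0.0122) and −0.0742 with DESeq2 on 5 libraries, with −0.094 to 0.031 for libraries left out. It reversed without COT II, COT III, CO I or CO III. The mean was −0.04. The human ribosomal protein genes, at a median of −0.13, passed fry's threshold with the replicate block (−0.124, limma's fry test, adjusted p = 0.0194) and with layout as a covariate (−0.124, adjusted p = 0.0187), and ranged from −0.43 to 0.15 with libraries left out, above 0 without COT I, CO II or CO III. The share of T. rubrum counts differed by 3.05 percentage points, and by −2.37 to 10.6 with libraries left out, below 0 without CO I, COT II or COT III.

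The replicate block gave 227 T. rubrum genes higher and 235 lower, 435 of them shared with the 489 called without it. It gave 83 genes higher and 115 lower in co-culture against keratinocytes, where same-numbered libraries correlated at −0.538, −0.306 and −0.325, so the number does not pair them. Of the named genes, C4orf47 (edgeR adjusted p = 0.0502), KPNA7 (0.0589), MIR3176 (0.0536) and SNORD116-4 (0.106) passed no longer with it. Where same-numbered libraries correlated above 0, the block raised the human genes in co-culture with an edgeR adjusted p below 0.05 from 0 to 120. None of these passed the fold change threshold. The interaction rose from 0 to 22 genes. The number need not pair replicates II and III. In camera with an estimated correlation, the p of the ergosterol genes was 0.0324, and above 0.05 with the block (0.0535, and 0.0541 with the length trend removed), in single-end libraries (0.0973) and without COT I (0.0733), COT II (0.0585), CO II (0.0625) or CO III (0.0519). That of the transporters, 0.00728, was above 0.05 in single-end libraries (0.0814).

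For the 50 named genes, 866 combinations of gene and alternative were run. In 774 the side of both thresholds was kept, in 63 a gene no longer passed, in 29 it newly passed, and in 0 the direction reversed. Of the 63, 56 came from leaving out a library. Of 33 named T. rubrum genes past both thresholds over 6 libraries, 19 lost the call without COT II, 17 without COT III, 6 without CO III, 2 without COT I, 1 without CO I and 1 without CO II.

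Thinning all libraries to the shallowest left 5709 T. rubrum genes to test and 184 higher and 246 lower.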

Differences from the paper's values

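The paper reports 277 T. rubrum genes as differentially expressed, and the counts of all 6 libraries gave 489. Of the alternatives set before the data were examined, the paper's number was within 1.5 times with at least 10 counts in every library (284), without COT I (362) and without CO III (358). It was not with DESeq2 (566), RLE (490) or upper-quartile normalization (486), voom (474), no filter (502), the replicate block (462), layout as a covariate (519), single-end libraries only (527), the length trend removed (486, with the block 456), thinning (430), the unadjusted p (594), no fold change threshold (1016), or without COT II (113), COT III (104), CO I (479) or CO II (507). DESeq2 on the 5 libraries of the authors, chosen after seeing the values, gave 423 and dropped 8 of the 277 genes, so it was not within 1.5 times either.

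Of genes induced, Table S2 of the paper lists 131, and the counts gave 235. The difference was within 1.5 times with at least 10 counts in every library (108), without CO III (147) and with thinning (184), and not under the other alternatives set before the data were examined. Of genes repressed, Table S3 of the paper lists 146, and the counts gave 254. Here the difference was within 1.5 times with upper-quartile normalization (213), voom (211), at least 10 counts in every library (176), single-end libraries (218), and without COT I (160), CO I (199) or CO III (211), and not under the others. DESeq2 on 5 libraries, chosen after seeing the values, gave 184 and dropped 8 of the paper's 277 genes.

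For TERG_08480, the paper's log2 fold change is 1.82 and the value over 6 libraries was 1.24 (standard error 0.56). Upper-quartile normalization, voom, the replicate block, layout as a covariate, single-end libraries, the length trend removed with the block, and leaving out COT I or CO I gave a value within the error of the paper's. The others set before the data were examined did not. DESeq2 on 5 libraries, chosen after seeing the values, also did, at 1.90, and dropped 8 of the paper's 277 genes.

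For TERG_11886, the paper's log2 fold change in Table 2 is −3.49 and the value over 6 libraries was −4.28 (standard error 0.56). Voom, the replicate block, layout as a covariate, single-end libraries, the length trend removed with the block, and leaving out COT III or CO I gave a value within the error of the paper's. The others set before the data were examined did not. DESeq2 on 5 libraries, chosen after seeing the values, also did, at −3.64, and dropped 8 of the paper's 277 genes.

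Of the 34 named genes with a log2 fold change in the paper, 32 lay within 1 standard error and 34 had the same sign. Of all genes in Tables S2 and S3, 276 could be tested over 6 libraries, and 226 lay within 1 standard error of the paper's value and 276 had its sign.

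The paper gives TERG_04906, TERG_02822, TERG_08480, TERG_05698 and TERG_08360 as differentially expressed, and over 6 libraries they did not pass both thresholds, with log2 fold changes of −1.46, 1.50, 1.24, −1.86 and −1.30. All 5 passed over the 5 libraries without CO I, in single-end libraries only, with voom, and with DESeq2 on 5 libraries, which was chosen after seeing the values. TERG_05698 also passed with DESeq2 on 6 libraries, layout as a covariate and thinning, TERG_04906 with thinning, and TERG_02822 without COT I and with upper-quartile normalization, at least 10 counts in every library, layout as a covariate and thinning. Over 5 libraries TERG_05717 did not pass, at −1.47, while the paper gives it as repressed. It passed over 6, and with DESeq2 on 5 libraries, at −1.54.

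The paper gives 92.2% of 8616 T. rubrum genes with at least 1 read with terbinafine. Genes with a count in any of the 3 libraries made up 99.6%. The setting that reaches the paper's value is a count in every library, with 7948 genes or 92.2%.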

Other observations

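In this part, the test of the read layout of HT II and HT III was chosen after the result was seen, as was the limit for a length trend of like size, within 2 times. The other tests were set beforehand.

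For T. rubrum with terbinafine, 1 of 10 splits of the 6 libraries, the real one, gave as many genes higher, and 1 as many lower. The real split alone, again 1 of 10, gave as large a median for the ergosterol genes, for the transporters and for the ribosomal protein genes. These lists were drawn from genes the study called on these samples, so for them the splits say nothing about chance. For the numbers of genes, chance cannot be excluded by 10 splits, since the share cannot fall under 0.1. Every split but the real one gave 0 genes. The 1 simulation with no change, with a common spread for all genes, gave 0 calls, against 235 higher and 254 lower. This argues against chance variation between independent libraries, but a factor that libraries of a group share by chance was not simulated. Read layout is argued against as the cause of the 277 genes of the authors' comparison, since 249 of them were past the fold change threshold in the same direction between single-end libraries alone.

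CO I and COT I deviated from their replicates, with an SD across genes of 0.886 and 0.526 on the log2 scale, against 0.246 for CO II minus CO III and 0.218 for COT II minus COT III. These values are from the 5207 genes with at least 10 counts in every library, where the deviations of CO I and COT I correlated across genes at r = 0.314. Over all 7448 genes tested the correlation was 0.156. Genes are not independent replicates. These correlations go with read layout, or the instrument that changed with it, as part of the cause. Both libraries also share replicate number I and the lowest fungal depth of their groups, so a culture or sequencing batch stays open.

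The 23 ribosomal protein genes of T. rubrum were lower with terbinafine. If a shift of the libraries had reached both organisms, human ribosomal protein genes would have fallen with them. The lowest log2 fold change among the 71 human genes tested was −0.53, and the highest 0.57, with 59 of 71 lower and a median of −0.13 (limma's fry test, adjusted p = 0.803, but adjusted p = 0.0194 with the replicate block, 0.0187 with layout as a covariate and 0.052 in single-end libraries). Over the 5 libraries without CO I the human median was −0.43, with values between −1.33 and 1.92. The highest value of the T. rubrum set was then −1.51. That set holds only genes the paper lists as repressed, while the human set was not selected. The values thus argue only against a shared shift as large as that of the listed T. rubrum genes. A shift of the human set stays open. Of 10 splits of all 6 libraries, 5 gave a human median as large as that of the real split. The splits cut across the replicate numbers, so they cannot decide on chance. With the replicate block, 20 of the 71 genes had an edgeR adjusted p below 0.05, and 40 when adjusted over the list alone. Without the block both counts were 0. A trend with gene length is argued against too, because with the trend removed the highest log2 fold change of the T. rubrum set was −1.74. The log2 fold change of T. rubrum genes and their length had a Spearman correlation across genes of 0.0429, and human genes in the same libraries 0.172. In single-end libraries alone the values were 0.0157 and 0.169. The human trend has the same sign but not a like size, so a length bias cannot be told apart from none at so weak a trend. Genes called lower had a median length of 1200 bases, those called higher 1455, and all genes tested 1515. A response of translation to the drug is a hypothesis that stays open.

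The genes of human cholesterol synthesis, a list fixed beforehand because they rise when sterol synthesis is blocked, gave results that differed between settings. In keratinocytes alone 14 of the 21 genes could be tested, with a median log2 fold change of −0.02 (limma's fry test, adjusted p = 0.413), and 7 of 10 splits gave as large a median. With layout as listed the median was −0.14 (limma's fry test, adjusted p = 0.00543) as a covariate and −0.18 (adjusted p = 0.0383) in single-end libraries, in the direction opposite to a rise, and −0.03 (adjusted p = 0.166) with layout as the counts show. In co-culture 15 could be tested, with a median of 0.00062 (limma's fry test, adjusted p = 0.803, but adjusted p = 0.0122 at a median of −0.0136 in single-end libraries), and 10 of 10 splits gave as large a median, so chance cannot be excluded. Adjusted over the list alone, 0 genes had an edgeR adjusted p below 0.05 in both comparisons, as over all genes, and with the replicate block 1 gene did in co-culture. Of the list, 4 genes had a count of 0 in all 12 libraries.

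In keratinocytes alone edgeR called 0 genes higher and 0 lower with terbinafine, with 105 at an unadjusted p below 0.05, 30 by DESeq2 and 314 by voom. That 10 of 10 splits gave as many in each direction carries no information at a count of 0. The response of human genes to terbinafine was also compared between co-culture and keratinocytes alone. The interaction gave 0 genes with edgeR, with 154 at an unadjusted p below 0.05, 62 by DESeq2 and 704 by voom. All 100 of the 100 splits drawn from 200 had as many, which again carries no information at a count of 0. With the replicate block 22 genes were called, 7 higher and 15 lower.

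Table S1 lists HT II and HT III as single-end, while their counts per mapped read stand with the paired-end libraries. In libraries of the other groups, 23 genes were counted in single-end libraries only, at 2 CPM or more. Of these, 22 were near 0 in both HT II and HT III, and 0 in HT I. The 4 genes counted in paired-end libraries only were near 0 in HT I and not in HT II or HT III. These values are consistent with a paired-end layout of HT II and HT III as a hypothesis. The layout was kept as listed in the fits, and taking it from the counts left 0 genes called, with 326 at an unadjusted p below 0.05. Across human genes, the difference between paired-end and single-end libraries in CO and in H correlated at r = 0.468.

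The genes used as normalizers in the qPCR were also counted. TERG_07904 had 428 ± 15.2 (SD, n = 3) normalized CPM with terbinafine, 1024 ± 30.0 (SD, n = 2) in CO II and CO III and 1322 in CO I, a log2 fold change of −1.27 (standard error 0.14, edgeR adjusted p = 8.22e-05) over 5 libraries and −1.39 (standard error 0.24, edgeR adjusted p = 0.0106) over 6. It fell under every scaling run and with each library left out, and the edgeR adjusted p was 0.0879 without COT II and 0.0851 without COT III. TERG_08193 had a log2 fold change of 0.35 (standard error 0.16, edgeR adjusted p = 0.114) over 5 and 0.51 (standard error 0.23, edgeR adjusted p = 0.173) over 6 libraries. How the paper combined the normalizers is not analysed here.

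TERG_08360, which a heading of the paper names with TERG_05698 as a lactamase gene, had 21.2 ± 3.15 (SD, n = 3) normalized CPM with terbinafine, 73.9 ± 3.88 (SD, n = 2) in CO II and CO III and 5.51 in CO I. The log2 fold change was −1.74 (standard error 0.20, edgeR adjusted p = 0.000136) over 5 libraries and −1.30 (standard error 0.63, edgeR adjusted p = 0.196) over 6. With voom it passed both thresholds over all 6 libraries, at −1.61.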
